# Epigenetic weapons in plant-herbivore interactions: Sulforaphane disrupts histone deacetylases, gene expression, and larval development in *Spodoptera exigua* while the specialist feeder *Trichoplusia ni* is largely resistant to these effects

**DOI:** 10.1371/journal.pone.0293075

**Published:** 2023-10-19

**Authors:** Dana J. Somers, David B. Kushner, Alexandria R. McKinnis, Dzejlana Mehmedovic, Rachel S. Flame, Thomas M. Arnold

## Abstract

Cruciferous plants produce sulforaphane (SFN), an inhibitor of nuclear histone deacetylases (HDACs). In humans and other mammals, the consumption of SFN alters enzyme activities, DNA-histone binding, and gene expression within minutes. However, the ability of SFN to act as an HDAC inhibitor in nature, disrupting the epigenetic machinery of insects feeding on these plants, has not been explored. Here, we demonstrate that SFN consumed in the diet inhibits the activity of HDAC enzymes and slows the development of the generalist grazer *Spodoptera exigua*, in a dose-dependent fashion. After consuming SFN for seven days, the activities of HDAC enzymes in *S*. *exigua* were reduced by 50%. Similarly, larval mass was reduced by 50% and pupation was delayed by 2–5 days, with no additional mortality. Similar results were obtained when SFN was applied topically to eggs. RNA-seq analyses confirm that SFN altered the expression of thousands of genes in *S*. *exigua*. Genes associated with energy conversion pathways were significantly downregulated while those encoding for ribosomal proteins were dramatically upregulated in response to the consumption of SFN. In contrast, the co-evolved specialist feeder *Trichoplusia ni* was not negatively impacted by SFN, whether it was consumed in their diet at natural concentrations or applied topically to eggs. The activities of HDAC enzymes were not inhibited and development was not disrupted. In fact, SFN exposure sometimes accelerated *T*. *ni* development. RNA-seq analyses revealed that the consumption of SFN alters gene expression in *T*. *ni* in similar ways, but to a lesser degree, compared to *S*. *exigua*. This apparent resistance of *T*. *ni* can be overwhelmed by unnaturally high levels of SFN or by exposure to more powerful pharmaceutical HDAC inhibitors. These results demonstrate that dietary SFN interferes with the epigenetic machinery of insects, supporting the hypothesis that plant-derived HDAC inhibitors serve as “epigenetic weapons” against herbivores.

## Introduction

Plant chemical defenses act directly and indirectly against herbivores. Direct defenses include structural defenses such as waxes, thorns, hairs, and trichomes, as well as chemicals which act as toxins, deterrents, antifeedants, endocrine disrupters, photosensitizers, irritants and abrasives, immobilizers, allergens, and digestion reducers, among others [1–6]. Such direct defenses arose during the 350 million years plants have co-evolved with herbivores; they kill, injure, manipulate, or disrupt the development of herbivores [7]. Here we propose a new subcategory of plant defense, one capable of altering gene expression patterns of herbivores on a broad scale by sabotaging their epigenetic control systems. We focus on plant products that inhibit the activity of nuclear histone deacetylase (HDAC) enzymes in herbivores, disrupting the balance of acetylation and deacetylation of nuclear histone proteins in the animal’s tissues. These substances alter DNA-histone binding properties, creating new regions of loosely packed euchromatin and tightly packed heterochromatin, thereby altering the accessibility of large numbers of genes [8–11]. HDAC inhibitors are common in plants [12–14] and their effects on humans and other mammals have been investigated in clinical trials [13,15–22]. However, little is known about the roles of these botanical HDAC inhibitors in nature. We suggest that they act as epigenetic weapons, disrupting the development, phenotype, behavior, dispersal, or reproduction of herbivorous insects via epigenetic mechanisms. To test this idea, we examined the effects of sulforaphane (SFN), an HDAC inhibitor produced by cruciferous plants, on two common lepidopteran grazers which are important agricultural pests.

### 1. The importance of epigenetic systems in insects

Epigenetic systems are ubiquitous in metazoans where they alter gene expression *via* DNA methylation, regulatory action of non-coding RNA, or modification of histone proteins [23–25]. These chromatin modifications open and close regions of the genome and alter the ability of transcription factors to access genes. As a result, they can orchestrate large-scale changes in gene expression, generating new metastable phenotypes in individuals [26–28]. For example, epigenetic systems can direct normal development and aging, coordinate stress responses, and facilitate rapid adaptation to changing environments. Altered phenotypes may persist long after a stimulus has passed [8,13,24–27,29]. New phenotypes generated by these epigenetic systems are termed epigenotypes [30]. In insects, where phenotypic changes can be especially dramatic, they are often referred to as polyphenisms. Acquired epigenetic states can sometimes be inherited, altering the phenotype of offspring in ways that may (or may not) improve their fitness [24,31,32]. In short, epigenetic mechanisms are an important source of phenotypic plasticity for individuals. They may also confer benefits at the level of populations by facilitating adaptation to changing conditions when genetic variation is lacking, such as in small, bottlenecked, or asexual populations [24,33].

Relatively little is known about the epigenetic machinery of insects [34–37]. However, recent studies demonstrate that they can be important in development, sex determination, morphology, behavior, life history cycles, longevity, pathogen resistance, and immune priming as well as eusocial caste structure [34,35,38–40]. For instance, various epigenetic systems control development, physiology, and behavior in *Drosophila* [41]; determine the sex of silk moths (*Bombyx*) [42]; control the size and shape of insect armament in beetles [43]; alter juvenile hormone levels [39]; and may alter the duration and direction of flight in the cotton bollworm, *Helicoverpa armigera* [36]. Epigenetic mechanisms determine the caste of individuals in eusocial insects, including bees and ants [35,44–46]. Clearly, epigenetic systems can initiate phenotypic plasticity in response to changing conditions or, in some cases, exposure to specific chemicals. There are some examples of epigenetic effects spanning generations in insects, though these reports are relatively rare. For example, *Manduca sexta* epigenetic mechanisms facilitate trans-generational immune priming against pathogenic bacteria [40].

Three epigenetic systems have been commonly examined in insects [24,34,35,37]: DNA methylation, non-coding RNA, and histone modifications.

#### DNA methylation

In most animals methylation of DNA tends to repress transcription and the majority of CpG dinucleotide sites are methylated at any given time [36]. However, DNA methylation may not be as common, or as important, in insects. For example, DNA methylation was not observed in *Drosophila* and is thought to be sparse or absent in many other insect taxa, leading some to conclude that DNA methylation has at most a minor role in insects [35,36,38,47,48]. Some insects possess the enzymes required for DNA methylation but others, including *Drosophila* and some lepidopterans, do not [35,36]. There are a few reported examples of DNA methylation impacting insect fitness [36,38] but the importance of DNA methylation in insects is a subject of debate [34].

#### Non-coding RNA

Non-coding RNAs may bind to DNA and alter chromatin to yield epigenetic effects and some have roles in insects [35,38]. For example, they may be protective against mutations caused by transposable elements; they occasionally determine insect sex, as in *Bombyx*; they alter DNA binding to histones; and they may be maternally transmitted to offspring [35]. More work is needed to understand the functions of non-coding RNAs in insects.

#### Histone modifications

Gene expression may be controlled by altering DNA binding to histone proteins [9,11]. Histone acetyltransferases modify histone subunits by adding acetyl groups, creating regions of loosely packed euchromatin that makes genes more accessible for transcription. Conversely, HDACs remove acetyl groups, leading to tightly packed heterochromatin that is less accessible for transcription [8–11]. Here we focus on plant products that inhibit HDACs, for several reasons. First, plants produce an assortment of natural products known to inhibit HDAC enzymes in mammals [13,15,49–53]. Examples include allicin from garlic; curcumin from turmeric; apigenin, genistein, and quercetin from fruits; sinapinic acid from mustard seeds; resveratrol from grapes and wine; SFN from cruciferous vegetables; caffeic acid and catechins from foliage and tea; protocatechuic aldehyde from wine stopper cork; diallyl disulfide from garlic; zerumbone from ginger; ursolic acid from basil; and butein and kaempferol from a variety of plants [12–14]. This evidence comes primarily from medical studies focusing on mice and cultured cells as well as from clinical trials. Second, there is evidence that HDAC inhibitors from other, non-plant sources can affect insects quite dramatically. For example, phenyl butyrate in royal jelly is a natural HDAC inhibitor and determines caste and behavior in honey bees and ants [35,38]. The related HDAC inhibitor, sodium butyrate, improves learning in honey bees [54]. In cultured cells of *Spodoptera frugiperda*, sodium butyrate causes mitochondrial dysfunction, oxidative stress, and cell death, [55] while also altering susceptibility to viruses [56]. Exposure to trichostatin A (TSA), a pharmaceutical HDAC inhibitor, alters the size and shape of mandibles in the broad-horned flour beetle, *Gnatocerus cornutus* [43]. It also alters histone acetylation in the brains of *Camponotus floridanus* ants, resulting in changes to their behavior [44]. RNAi silencing of HDAC genes alters histone acetylation in the brown planthopper, *Nilaparvata lugen*¸ affecting the development of ovaries and ovipositors in females and preventing males from making courtship songs [57].

There is an obvious disconnect between these two sets of studies. One set highlights the many HDAC inhibitors produced by plants and examines their use in medicine. The other set shows that HDAC enzymes can affect insects but focuses on HDAC inhibitors from non-plant sources. We are not aware of any study connecting these two sets of observations, *i*.*e*., testing the potential impact of botanical HDAC inhibitors on the development, physiology, or behavior of herbivores. As a result, little is known about the roles of botanical HDAC inhibitors in nature. This gap in knowledge is surprising since many herbivorous insects consume large amounts of HDAC inhibitors when feeding upon their host plants.

### 2. HDAC inhibitors

There are 18 recognized HDAC enzymes, organized into four classes [9,12,35,58,59]. The “classic” HDACs are zinc-dependent hydrolases. These include class I enzymes (HDACs 1–3, 8), which are ubiquitous and essential for cell proliferation and survival; class IIa enzymes (HDACs 4, 5, 7, 9) have weak activity and move in and out of the nucleus; class IIb enzymes (HDACs 6, 10) act upon non-histone proteins in the cytosol; class IV enzymes (HDAC 11) have poorly-defined functions. Other HDAC enzymes include the sirtuins, class III NAD^+^ dependent enzymes (SIRT 1–7) that are involved in aging, transcription, apoptosis, inflammation, axonal degeneration, stress resistance, metabolic regulation, and energy production.

HDAC inhibitors impede the activity of one or more classes of HDAC enzymes [11]. Many are common in nature; some are FDA-approved therapeutics used in oncology and neurology [59]. Pharmaceutical HDAC inhibitors include TSA, romidepsin (Istodax), and suberanilohydroxamic acid (Vorinostat). Less powerful HDAC inhibitors include certain ketones, sodium- and phenyl-butyrates, and the anti-seizure medication valproic acid [13]. Plants produce a variety of HDAC inhibitors, such as SFN, an isothiocyanate from cruciferous vegetables, which inhibits class II HDAC enzymes in mammals [13,49,53]. SFN has health benefits in humans [51,60–63]. For example, it initiates anti-oxidant and anti-inflammatory responses and restores proteasome function [64,65]. In cancer cells, it can trigger cell cycle arrest and apoptotic cell death thereby inhibiting tumor growth [66,67]. SFN can cross the blood-brain barrier and has neuroprotective effects [64,68,69]. In mammals SFN is easily absorbed and distributed in the body: after consumption of broccoli, for example, the concentration of SFN in human plasma increases quickly and plateaus within several hours [69–72]. The potential roles of SFN in nature, however, have not received much attention.

### 3. Testing HDAC inhibitors as potential plant defenses in a model system

SFN is produced by plants in the order Brassicales (the cruciferous or mustard oil plants) including cabbages, broccoli, Brussels sprouts, bok choy, cauliflower, rapeseed, watercress, and *Arabidopsis* [6,62,73–76]. This group includes the most important cultivated leafy vegetables [67]. When these plants are chewed or crushed, a “mustard oil bomb” reaction is generated in which glucosinolates are hydrolyzed by plant myrosinases (ß-thioglucoside glucohydrolases) to generate nitriles, isothiocyanates, thiocyanates, oxazolidine-2-thiones, and epithionitriles [6,73,74,77,78]. These products can serve as defenses against herbivores [67,79–88] and influence the taste and flavor of cruciferous plants. SFN is the hydrolysis product of one particular glucosinolate, glucoraphanin (4-(methylsulfinyl) butyl glucosinolate) [61,62,64]. Most insect herbivores feeding on cruciferous plants would be exposed to SFN with every bite, though some possess adaptations to deactivate or redirect the mustard oil bomb reactions [80,88–90]. These substances are known to have a variety of deterrent effects against a range of grazers; however, as far as we are aware, the impacts of SFN on the epigenetic systems of insect herbivores have not been investigated.

Here we investigated the impact of SFN on two lepidopteran species, one generalist (the beet army worm, *Spodoptera exigua*) and one specialist (the cabbage looper, *Trichoplusia ni*), both of which are agricultural pests and consume cruciferous plants in nature. *S*. *exigua* has a broad host range; in contrast, *T*. *ni* grazes most often on members of the Brassicales [91], including those that generate SFN [6,79,87,92]. Our experiments tested the hypothesis that SFN interferes with the epigenetic machinery of herbivorous insects.

## Methods

### Experimental approach

We conducted a series of experiments to determine if dietary SFN (a) affects development, (b) inhibits the activity of nuclear HDAC enzymes, and/or (c) alters patterns of gene expression in the beet armyworm (*S*. *exigua*) and the cabbage looper (*T*. *ni*). For each experiment, larvae were allowed to feed *ad lib* on an artificial diet (AD) containing natural concentrations of SFN. Others consumed pharmaceutical HDAC inhibitors, such as TSA and romidepsin (ROM), which served as response controls (Fig 1). We monitored the development of larvae and in some cases adult moths. Differential development was analyzed using Student’s t-tests or ANOVAs with Holm-Sidak posthoc tests. Non-parametric alternatives, including Mann-Whitney U tests and ANOVAs on ranks with Dunn’s pairwise comparisons, were used when datasets were not normally distributed. Tissues were also collected to quantify HDAC enzyme activities and to identify gene expression patterns *via* RNA-seq.

**Fig 1:**
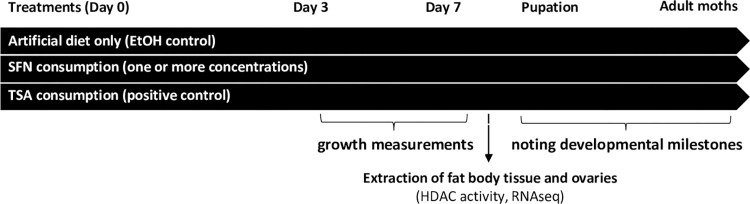
Basic experimental design. For each species, first instar larvae in individual wells consumed various concentrations of SFN in an AD. Larvae in negative control groups consumed AD treated only with the carrier solvent (ethanol), which was evaporated prior to feeding. Larvae in positive control groups consumed AD supplemented with a pharmaceutical HDAC inhibitor, usually TSA. Larvae were raised at 25°C and 50% humidity, unless otherwise noted. Biometric data, such as mass, length, and width, were recorded for individual larvae. Tissues were isolated from a subset of larvae for HDAC enzyme activity assays and gene expression analyses by RNA-seq. Remaining larvae were allowed to develop normally. Adjustments made for some specific experiments are described in the methods section.

### Insects and treatments

*T*. *ni* and *S*. *exigua* larvae were obtained from Benzon Research (Carlisle, Pennsylvania, USA). First instar larvae were raised individually in 5 ml wells on an AD appropriate for each species with antibiotics at 25°C and 50% humidity, unless otherwise indicated.

The HDAC inhibitors SFN, TSA, and ROM were obtained commercially from Millipore Sigma (Burlington, Massachusetts, USA) and BioVision Incorporated (Waltham, Massachusetts, USA). Each HDAC inhibitor was solubilized in ethanol and added to each well to cover the surface of the AD. The ethanol was fully evaporated for 8h at 20°C. One first instar larva was transferred into each well on Day 0. Larvae fed *ad lib* and generally consumed half of the AD by Day 7. We employed a variety of negative controls, including larvae feeding on AD alone and larvae feeding on AD treated with the ethanol carrier solvent only. In a few cases we raised a second generation by allowing larvae to pupate, emerge as moths, and mate within treatment groups. In these cases, second-generation larvae were reared from the eggs on AD without HDAC inhibitors.

The amount of SFN utilized in these experiments is similar to what is ingested during natural feeding. For example, we typically used SFN concentrations of 0–70 mM, applied as 30–40 μl aliquots to each well containing AD. This range of concentrations is similar to that of cruciferous plant foliage and lower than levels reported in buds, flowers, sprouts, or seeds. The doses are also comparable to those used in medical studies [93].

We considered the possibility that SFN and TSA could be distasteful, suppressing feeding and, therefore growth rates. We did not observe this to be the case in any experiments. Nonetheless, it seemed prudent to run parallel experiments wherein these substances were applied topically, rather than *via* the diet. As a result, we also conducted similar experiments wherein HDAC inhibitors were applied topically to eggs, using DMSO as a penetrating solvent.

### Sample collection

Larvae developed in individual wells until pupation, approximately Day 14 depending on species, treatment, and temperature. Larval masses, larval widths, and survivorship were recorded. Fat body tissues, and in some cases ovaries, were collected by microdissection from a subset of larvae, approximately four days before control larvae would start pupation. We focused on these tissues because they are important in development and reproduction, because they can be obtained cleanly from larvae that remain smaller than usual, and because SFN is expected to reach them relatively quickly. We did not examine midgut tissue, commonly examined in similar studies, because gut tissue would likely be contaminated with HDAC inhibitors from the artificial diet, making accurate measurements of HDAC enzyme activity problematic. Tissues used to quantify HDAC enzyme activities were stored immediately at -80°C [94]. Tissues for RNA-seq analyses were preserved in RNA*later* (Invitrogen, San Diego, California, USA; ThermoFisher Scientific, Waltham, Massachusetts, USA) using 1 ml per 100 mg tissue, and stored at -80°C.

### HDAC enzyme activity

Extracts of nuclear and cytoplasmic proteins were made from isolated tissues (BioVision K266-25, Waltham, Massachusetts, USA). HDAC enzyme activity was determined using an HDAC Activity Fluorometric Assay Kit (BioVision K330-100, Waltham, Massachusetts, USA) and normalized to protein concentration in each extract.

### RNA extraction, library construction, and sequencing

Larvae from each experiment group were dissected to isolate fat body tissue. Fat bodies from three to five individual larvae were pooled per replicate. Thawed samples were centrifuged at 10,000 x *g* for 20 seconds and RNA*later* was removed from pelleted tissue. Total RNA was extracted from the tissue twice using Buffer A (50 mM sodium acetate pH 5.2, 10 mM EDTA, 1% SDS) saturated phenol heated to 65°C, followed by phenol/chloroform (1:1) extraction. Extracts were ethanol precipitated, resuspended in ddH_2_O and ethanol precipitated again. Final pellets were resuspended in ddH_2_O to a concentration of 500–1500 ng/ml. RNA concentration was determined using a DS-11 spectrophotometer (DeNovix, Wilmington, Delaware, USA). Total RNA quality was assessed using RNA Nano Chips and a 2100 BioAnalyzer (Agilent, Santa Clara, California, USA) and Qubit RNA High Sensitivity Assay (ThermoFisher, Waltham, Massachusetts, USA), followed by High Sensitivity RNA ScreenTape Analysis (Agilent, Santa Clara, California, USA).

Library construction and sequencing was performed by Admera Health Biopharma Services (South Plainfield, New Jersey, USA). Poly(A) selection was performed using the NEBNext Poly(A) mRNA Magnetic Isolation Module (New England Biolabs, Ipswich, Massachusetts, USA) following the manufacturer’s protocols. RNA-seq libraries were generated using the NEBNext Ultra II RNA Library Prep Kit for Illumina (New England Biolabs, Ipswich, Massachusetts, USA) following manufacturer’s protocols. Libraries were quality checked using the Qubit dsDNA High Sensitivity Assay (ThermoFisher, Waltham, Massachusetts, USA), followed by High Sensitivity DNA ScreenTape analysis (Agilent, Santa Clara, California, USA) and qPCR (KAPA SYBR FAST qPCR Master Mix (2X) Kit; Roche, Basel, Switzerland). Libraries were standardized to equal molar ratios and then pooled. Paired-end 150-bp reads were generated using the NovaSeq S4 platform (Illumina, San Diego, California, USA). All raw sequence reads were deposited in the NIH GEO under project number GSE234351.

### RNA-seq processing and analysis

Reads for all RNA-seq experiments were quality checked with FastQC (v0.11.9) [95] and were processed with Trimmomatic (v0.39) [96] using the following parameters: LEADING:5, TRAILING:5, MAXINFO:36:0.2, MINLEN:50. *T*. *ni* reads were aligned to the *T*. *ni* Cornell-1 isolate genome (obtained from the *T*. *ni* Genome Database on 2022-05-25) and *S*. *exigua* reads were aligned to the *S*. *exigua* TB_SE_WUR_2020 isolate genome (WGS JACEFF01 obtained from the NCBI Genome Database on 2022-06-06) [97,98]. Reads were aligned using HISAT2 (v2.2.1) with the default parameters, and alignments were quality checked using QualiMap (v2.2.1) [99]. featureCounts implemented in the Rsubread package (v2.12.2) was used to calculate read counts for each gene using the appropriate species-specific annotations [100]. Low-count genes (mean counts-per-million [CPM] across all samples > 10) were filtered and read counts were normalized using the trimmed mean of M-value normalization method. Differential expression analysis was performed with edgeR (v3.40.2) [101,102] using a general linearized model comparing the mean expression for all pairwise combinations of treatments, pairing triplicate samples, and taking the Benjamini and Hochberg false discovery rate (FDR) < 0.05 as significant [103].

One-to-one orthologs between *T*. *ni* and *S*. *exigua* were assigned using the reciprocal best hit method with BLAST [104]. Hierarchical clustering was performed using Cluster 3.0 [105] and visualized in JavaTreeView [106]. KEGG and GO annotation terms were assigned to each genome using eggNOG (v2.1.7) [107]. Functional enrichment analysis of orthologous gene lists was performed with clusterProfiler (v4.6.0) [108], using a hypergeometric test, taking as background the set of genes in each species that were retained after filtering for low count genes, and taking the Benjamini and Hochberg FDR < 0.05 as significant [103].

## Results

### The growth of the generalist feeder, *S*. *exigua*, but not the specialist feeder *T*. *ni*, was negatively affected by HDAC inhibitors

SFN slowed the development of *S*. *exigua* larvae in a dose-dependent manner. *S*. *exigua* larvae feeding upon the highest doses of SFN were, on average, less than half the size of those in the control groups at Day 11 (Fig 2A). The treated larvae seemed otherwise healthy: they readily fed on diets containing SFN and pupated normally and there was no significant mortality. In contrast, the development of *T*. *ni* larvae was generally unaffected by SFN. For example, SFN had no impact on *T*. *ni* larval mass at Day 7 (P = 0.502) or Day 11 (P = 0.780; Fig 2A) and there were no obvious changes in feeding, behavior, or pupation.

**Fig 2:**
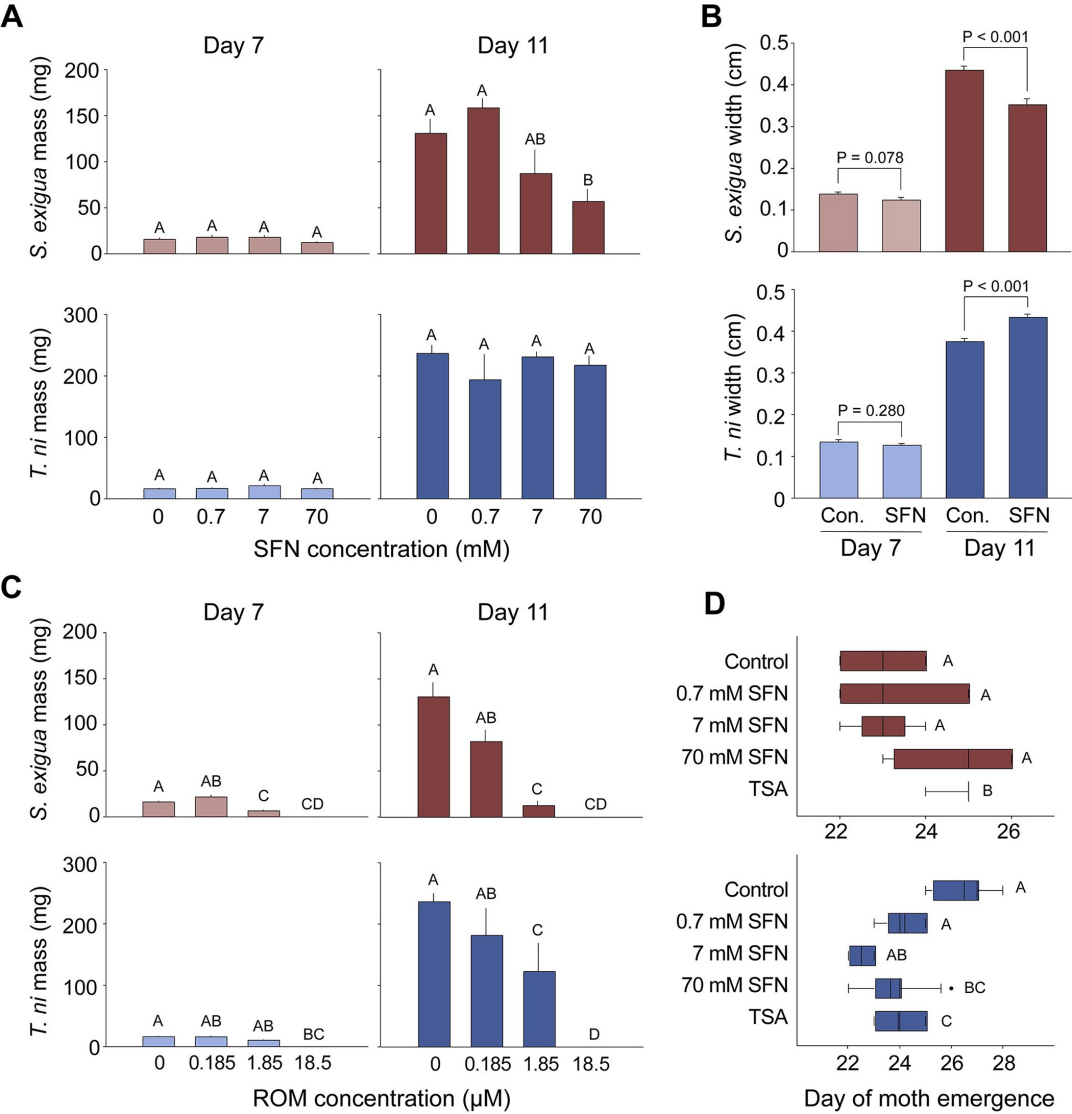
Effects of HDAC inhibitors on development of *S*. *exigua* and *T*. *ni* larvae. (A) The mass of *S*. *exigua* larvae was reduced by consumption of SFN at Day 11 (One-way ANOVA, P = 0.006; red bars). No significant effect on larval mass was observed for *T*. *ni* (One-way ANOVA, P = 0.780; blue bars). (B) By Day 11, the width of *S*. *exigua* larvae was reduced when eggs were directly exposed to SFN (Student’s t-test, P<0.001; red bars). In contrast, the width of *T*. *ni* larvae was not reduced but instead increased by Day 11 (Student’s t-test, P<0.001; blue bars). Con. indicates use of the DMSO carrier solvent. (C) *S*. *exigua* larval mass was decreased at both Day 7 (One-way ANOVA, P<0.001) and Day 11 (One-way ANOVA, P<0.001) after exposure to the powerful HDAC inhibitor ROM. *T*. *ni* larval mass was also decreased at Day 7 (One-way ANOVA, P<0.001) and Day 11 (One-way ANOVA, P<0.001). (D) The emergence of *S*. *exigua* moths was not delayed by the consumption of SFN, although TSA delayed moth emergence by about two days (One-way ANOVA, P = 0.003). The emergence of *T*. *ni* moths was not delayed by SFN or TSA. Instead, both TSA and SFN accelerated moth emergence significantly (One-way ANOVA, P<0.003). Control indicates the use of the EtOH carrier solvent. All data represent the mean +/- SE; letters indicate the results of post hoc tests; bars with the same letters are not significantly different at α = 0.05 according to pairwise multiple comparisons.

### Topical application of SFN elicited responses similar to feeding

We observed similar results when SFN was applied topically to egg masses (Fig 2B). Direct SFN treatment inhibited the development of *S*. *exigua* (Student’s t-test; P<0.001). In contrast, we observed that *T*. *ni* larvae from SFN-treated eggs grew *faster*, compared to controls (Student’s t-test; P<0.001).

### Stronger HDAC inhibitors challenge the resistance of *T*. *ni*

*T*. *ni* appeared to be resistant to the effects of SFN at natural concentrations, so we attempted to overwhelm this resistance by exposing larvae to ROM, one of the strongest pharmaceutical HDAC inhibitors. We observed that the growth of *T*. *ni* larvae was reduced dramatically by ROM in a dose-dependent manner (Fig 2C). ROM treatments also delayed pupation up to 5 days and delayed the emergence of adult moths up to 10 days, on average. Only the highest treatment of 18.5 μM ROM caused significant mortality. Nevertheless, consistent with the aforementioned results, *T*. *ni* was less impacted than *S*. *exigua*.

### Long-term effects

We observed some impacts of HDAC inhibitors on later developmental milestones. In the SFN treatment groups, the emergence of *S*. *exigua* moths was often delayed by a few days. Stronger HDAC inhibitor drugs slowed the emergence of *S*. *exigua* moths more dramatically (Fig 2D). Interestingly, the emergence of *T*. *ni* moths was not delayed. Instead, it was *accelerated* by approximately two days in both TSA and the highest concentrations of SFN (Fig 2D). Despite these effects on larval development, we never detected differences in pupal mass or the size, appearance, and behavior of adult moths for any treatment group.

### SFN inhibits HDAC enzymes in *S*. *exigua* but not *T*. *ni*

We expected the consumption of SFN and TSA to inhibit the activity of HDAC enzymes in larval tissues, as they do in mammals, and indeed this was the case for *S*. *exigua*. In this species, HDAC enzyme activity was reduced by ~50% by SFN (Fig 3A). In contrast, HDAC enzyme activities in *T*. *ni* tissues were not inhibited by exposure to SFN.

**Fig 3:**
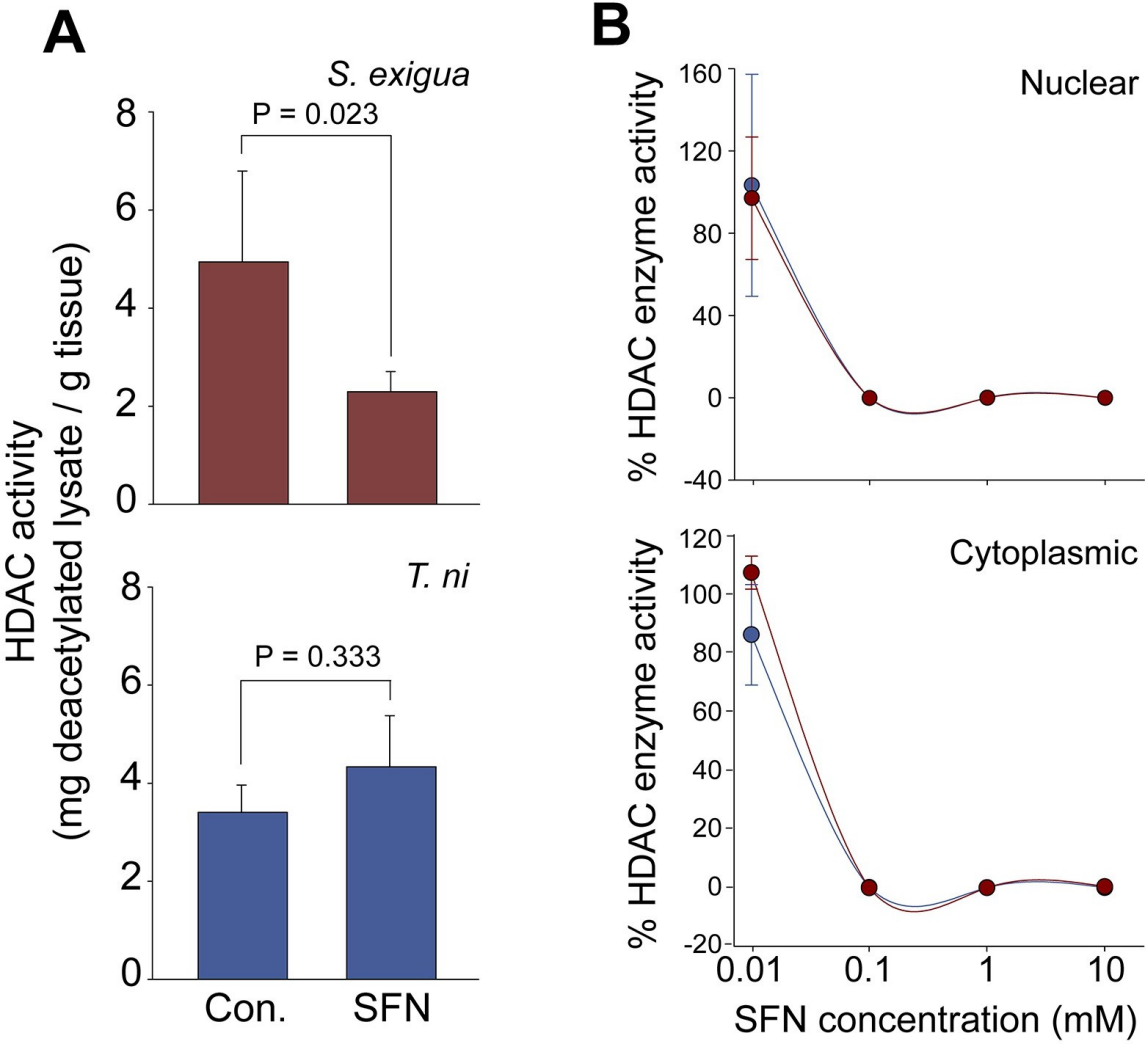
Effect of SFN on HDAC enzymes in *S*. *exigua* and *T*. *ni*. (A) The activity of HDAC enzymes in nuclear extracts was reduced in *S*. *exigua* after consumption of SFN (Student’s t-test, P = 0.023; red bars). In contrast, enzyme activity was not reduced in *T*. *ni* (Student’s t-test, P = 0.333; blue bars). (B) Nuclear and cytoplasmic HDAC enzymes were extracted from *S*. *exigua* (red) and *T*. *ni* (blue), and their activities were quantified *in vitro* in the presence of various concentrations of SFN. Con. indicates use of the EtOH carrier solvent in (A) while the leftmost data points represent the control in (B). Data represent the mean of 3–5 replicates +/- SE.

We wondered if the HDAC enzymes of *T*. *ni* were naturally resistant to SFN. To test this, we extracted nuclear and cytoplasmic HDAC enzymes from both species and exposed them to SFN *in vitro*. The enzymes extracted from both species were inhibited equally by SFN (Fig 3B) suggesting that HDAC enzymes from *T*. *ni* were not inherently more resistant to SFN.

### The effects of SFN on *S*. *exigua* are most apparent at higher temperatures

Changes in temperature impacted larvae development, as expected (Fig 4). For both species, larval growth rates increased markedly as temperatures increased from 23 to 29°C. Consistent with previously described experiments where larvae consumed SFN, development of *S*. *exigua* was reduced by consumption of SFN; this effect was most apparent at higher temperatures. For example, at 23°C the mass of *S*. *exigua* larvae was reduced 20% from 65 mg to 52 mg, on average, whereas at 29°C mass was reduced 30% from 226 mg to 157 mg, on average. In these experiments, consumption of SFN failed to affect the development of *T*. *ni* at any temperature.

**Fig 4:**
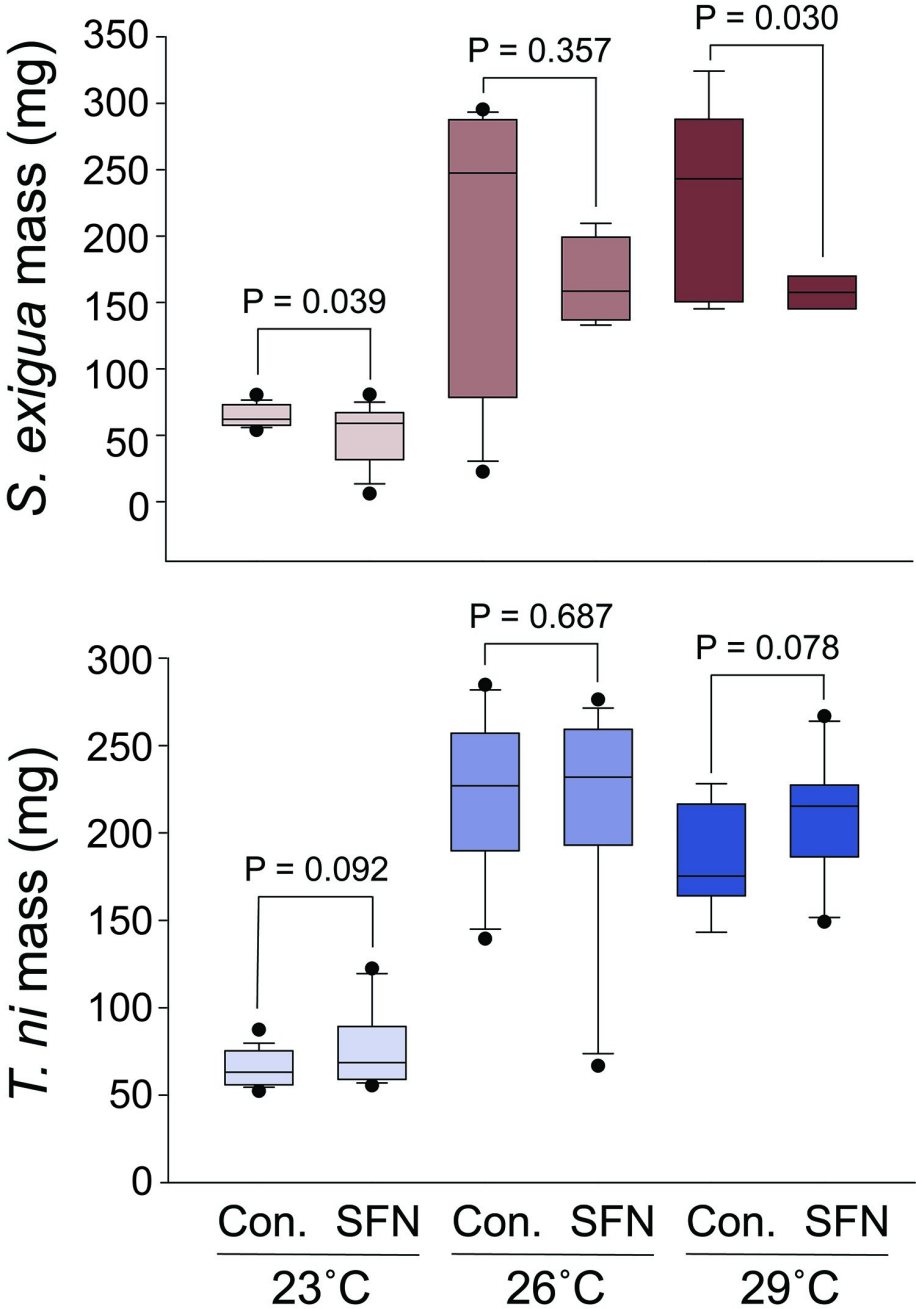
Effect of temperature on larvae consuming SFN. Exposure to SFN affected the mass of *S*. *exigua* larvae at various temperatures. The impact of SFN on *S*. *exigua* was most apparent at higher temperatures. For *T*. *ni*, larval mass was not reduced by SFN at any temperature. Con. indicates use of the EtOH carrier solvent. P values are the results of Student’s t-tests.

### SFN induces large-scale changes in gene expression

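Each RNA-seq library was made from the pooled fat bodies of 3 to 5 larvae on Day 10. For *S*. *exigua*, 3 libraries came from control larvae, whose diet held only the EtOH carrier, 3 from larvae consuming SFN and 3 from larvae consuming TSA. For *T*. *ni*, the deposited data hold 3 control, 4 SFN and 4 TSA libraries. The sample labels give 70 mM for SFN and 330 µM for TSA. The authors trimmed the reads, aligned them to the genome of each species with HISAT2, counted them per gene with featureCounts and deposited the counts without normalization. Between 29910259 and 35157218 reads per library were counted on genes in the *S*. *exigua* controls (median 35092722), 6352561 to 27502512 under SFN (median 24984839) and 25488363 to 28543809 under TSA (median 26177817). In *T*. *ni* the totals were 18681299 to 20462975 in the controls (median 20420380), 17184377 to 23518486 under SFN (median 19698079) and 17625967 to 21176033 under TSA (median 18071599). The tables name genes by identifiers only. The annotations of the genomes, which could pair these with gene names and orthologs, were not at hand.

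Genes with a mean CPM over 10 across the libraries of a species were tested, which kept 5497 of the 16854 *S*. *exigua* genes with at least 1 count and 5445 of 13485 in *T*. *ni*. One linear model per species was fitted in edgeR after TMM normalization, with the treatments and the replicate number as a block. The methods of the study speak of pairing the triplicate samples, which was read as this block, but they do not give the terms of the model, so that the reading is in doubt. In *T*. *ni*, SFN replicate 4 and TSA replicate 4 shared a block that held no control. Control replicate 3 shared its block with SFN and TSA libraries of another submission batch. Differential expression was called at an adjusted p under 0.05 from the quasi-likelihood test with Benjamini-Hochberg adjustment. The study names edgeR but not the test within it, so the quasi-likelihood test was a choice made here. The model was tested on counts simulated for the comparison of SFN with control, in which 200 genes were changed by a known amount. With 64-fold changes it recovered 90.5% of the changed *S*. *exigua* genes with 7 false calls, and 87.5% of the changed *T*. *ni* genes with 4 false calls. With 4-fold changes it recovered 0% in both species, although the unadjusted p was under 0.05 for 74% of the changed *S*. *exigua* genes and 74.5% of those in *T*. *ni*. The adjustment is stricter when few genes change. In the real comparison, 1857 *S*. *exigua* genes and 1929 *T*. *ni* genes had an unadjusted p under 0.05. The simulated recovery therefore does not show which changes could be called in the real data.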

To investigate the consequences of HDAC inhibition in larvae consuming SFN or TSA (S1 Fig), we profiled transcriptome changes in *S*. *exigua* and *T*. *ni* fat body tissues, in biological triplicate. We applied a linear model to identify genes differentially expressed in each species, in response to each HDAC inhibitor. 

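In *T*. *ni*, the expression of 362 genes differed between SFN and control (80 rose and 282 fell) and that of 1314 genes between TSA and control (225 rose and 1089 fell), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The median log2 fold change of the genes that fell was -2.43 under SFN and -8.28 under TSA, and that of the genes that rose was 2.36 and 1.60. These medians cover different genes. A set of 717 genes, chosen by a deep fall under TSA, held 70 of the 282 SFN falls but 704 of the 1089 TSA falls. Its median in this fit was -5.37 under SFN and -9.49 under TSA. Among all tested genes, 699 fell by 4 log2 units or more under SFN and 733 under TSA. The SFN count rested on every library, since it was 132 without TSA replicate 3 and 0 without any other single library. The TSA count was 239 without control replicate 1, 111 without control replicate 2 or control replicate 3, and 0 without TSA replicate 1, 2 or 3. Within the earlier of the submission batches in which the *T*. *ni* libraries were handled (2 control, 3 SFN and 3 TSA libraries), 0 genes passed under SFN and 426 under TSA. The SFN count was 2139 under DESeq2's Wald test and 1152 with the submission batch as the block. Without the replicate block, 1465 genes passed under SFN and 1435 under TSA, with median log2 fold changes of -4.63 and -6.81 for the genes that fell. With the block, the likelihood ratio test called 1337 genes under SFN and 1424 under TSA, and DESeq2's Wald test 2139 and 2296. The much lower SFN count therefore depended on both the block and the test. In *S*. *exigua*, TSA gave 0 genes by the quasi-likelihood test, with a lowest adjusted p of 0.0556, while 1803 genes had an unadjusted p under 0.05. For this contrast edgeR's likelihood ratio test called 1163 genes, DESeq2's Wald test 1693 and the quasi-likelihood test without the replicate block 819. With the block, it called 1895 without control replicate 1 and 118 without TSA replicate 1.

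Of the *T*. *ni* genes called under SFN in which every SFN library lay on one side of every control library, Tni19G02820 had the largest rise. Its TMM-normalized expression was 2.95 ± 3.38 CPM (SD, n = 3) in controls, 32.5 ± 27.3 CPM (SD, n = 4) under SFN and 34.1 ± 21.9 CPM (SD, n = 4) under TSA. Its log2 fold change under SFN was 4.21 (standard error 0.95, adjusted p = 0.0475 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Tni09G00760 had the largest fall, from 140.3 ± 79.1 CPM (SD, n = 3) in controls to 3.46 ± 3.18 CPM (SD, n = 4) under SFN and 1.15 ± 0.495 CPM (SD, n = 4) under TSA. Its log2 fold change under SFN was -5.51 (standard error 1.03, adjusted p = 0.0354 from the same edgeR test). Without the replicate block, Tni08G04760 had the largest fall instead, with -7.92 (standard error 1.67, adjusted p = 0.0114 from the same test). Its log2 fold change under TSA was 0.41 in that model. The largest rise was again that of Tni19G02820, with 3.45. With each library left out in turn, the log2 fold change stayed between 3.46 and 5.13 for Tni19G02820 and between -6.63 and -4.63 for Tni09G00760, but neither gene was called without any 1 of the 11 libraries. Tni09G00760 is 1 of 717 genes whose expression moved together even among the control libraries.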

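Counting each gene once, edgeR's quasi-likelihood test called 0 genes changed by SFN or TSA in *S*. *exigua* and 1322 in *T*. *ni*. At an unadjusted p under 0.05 for either inhibitor, the counts were 2249 and 2264. The likelihood ratio test called 1456 genes in *S*. *exigua* and 1580 in *T*. *ni*, and DESeq2's Wald test called 2119 and 2582. Without the replicate block, the quasi-likelihood test called 1116 and 1645 genes. With the block and every gene over a mean of 1 CPM, it called 1208 and 2189. The *S*. *exigua* count was 2144 without control replicate 1, 208 without TSA replicate 1 and 0 without any other single library. The *T*. *ni* count was 239 without control replicate 1, 111 without control replicate 2 or control replicate 3, 132 without TSA replicate 3, and 0 without TSA replicate 1 or TSA replicate 2. Within the earlier submission batch of *T*. *ni* it was 426. In 20 simulated data sets per species with unchanged treated groups, the same model called 0 genes each time. This says little, since the model also recovered 0% of the simulated 4-fold changes and the genes were drawn independently.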

In all, we identified 1,792 and 2,454 genes whose expression was significantly altered in *S*. *exigua* and *T*. *ni*, respectively, after consumption of either SFN or TSA (S2 Fig). To directly compare the response between species, we identified one-to-one orthologs. 

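Of the 1322 *T*. *ni* genes that edgeR called changed by either inhibitor, 1089 fell and 233 rose, so that 82.4% fell. This share depended on how the libraries were scaled. It was 81.9% with DESeq2's size factors, 90.8% with library size only and 59.3% with upper-quartile factors, and DESeq2's Wald test gave 60.3%. With 1 library left out in turn, it ranged from 56.1% (without TSA replicate 3) to 99.1% (without control replicate 2). Within the earlier submission batch it was 93.4%. In *S*. *exigua*, where no gene passed with the replicate block, the share was taken from the model without the block, in which 686 genes fell and 430 rose (61.5%). The share was 25.0% with library size only and 55.6% with upper-quartile factors, so the more frequent direction reversed with library size only. It was 56.6% with the likelihood ratio test, 56.3% with DESeq2's Wald test and 86.9% with only the treatments compared. With lower filters it was higher, at 71.8% with a mean CPM over 1 and 77.3% with no filter. It was 49.7% without control replicate 1 and 100% without control replicate 2 or control replicate 3, where only 19 and 5 genes were called. With the block, the settings that called genes gave shares from 19.4% (library size only) to 85.9% (only the treatments compared). The *T*. *ni* share without the block was 80.7%. Of the 1089 *T*. *ni* genes that fell under TSA, 704 belong to a set that moved together even among the control libraries.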

In both species, the expression patterns were similar: approximately 85% of significantly differentially expressed genes are repressed in response to either SFN or TSA, while approximately 15% genes are induced (Fig 5B and 5C). 

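All 282 *T*. *ni* genes that fell under SFN were among the 1089 that fell under TSA, and 72 of the 80 that rose under SFN were among the 225 that rose under TSA. Both contrasts use the same control libraries, which by itself makes them alike. In 20 simulations per species of groups with no change against these controls no gene was called, so lists of the same length were compared instead, made of the genes that fell with the lowest p. In *T*. *ni* the shared genes made up 100% of the shorter list, and a median of 62.2% (range 57.1% to 67.7%) in the simulations. All these simulations drew each gene independently, so their ranges may be too narrow to exclude the shared controls as a reason. The number of shared genes that fell was 1027 by the likelihood ratio test and 1278 by DESeq2's Wald test. It was 0 without any 1 of the 11 libraries, through the loss of the TSA calls without TSA replicate 3 and of the SFN calls without each of the others. For *S*. *exigua*, 0 genes were called under either inhibitor by the quasi-likelihood test in edgeR with the replicate block, and so 0 were shared. The likelihood ratio test gave 497 shared genes that fell and DESeq2's Wald test 701. With the block, the quasi-likelihood test gave 770 without control replicate 1 and 115 without TSA replicate 1. Without the block, 421 *S*. *exigua* genes fell under both inhibitors, of 551 that fell under SFN and 556 under TSA (76.4% of the shorter list, against a simulated median of 29.2%), and 205 rose under both. In *T*. *ni* without the block, 1155 genes fell under both inhibitors, of 1247 under SFN and 1235 under TSA (93.5%, against a simulated median of 47.9%), and 100 rose under both.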

The genes repressed in response to SFN strongly overlap the genes repressed in response to TSA. However, we also identified 181 and 409 genes in *S*. *exigua* and *T*. *ni*, respectively that showed species-specific repression. The genes induced in response to SFN and TSA have less overlap between species. Importantly, although the response patterns were similar for both species, the *magnitude* of the response to these HDAC inhibitors was greater in *S*. *exigua* compared to *T*. *ni* (Fig 5A).

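The size of the response was measured for each treated library as the median over all tested genes of the absolute difference in log2 CPM from the mean of the control libraries. It was 0.87 ± 0.11 (SD, n = 6) in *S*. *exigua* and 0.90 ± 0.08 (SD, n = 8) in *T*. *ni*, a difference of -0.03 (*S*. *exigua* minus *T*. *ni*) that was smaller than the spread between libraries (two-sided exact permutation test, p = 0.59, where the smallest p is 0.000333). Under SFN it was 0.90 ± 0.14 (SD, n = 3) in *S*. *exigua* and 0.91 ± 0.10 (SD, n = 4) in *T*. *ni* (exact permutation test, p = 0.914). Under TSA it was 0.84 ± 0.08 (SD, n = 3) and 0.88 ± 0.05 (SD, n = 4), with p = 0.457 by the exact permutation test and a smallest possible p of 0.0286 for each inhibitor alone. With only the libraries of the earlier submission batch, which holds all *S*. *exigua* libraries, *T*. *ni* averaged 0.87 ± 0.13 (SD, n = 6; exact permutation test, p = 0.976). All treated libraries of a species are measured from the same 3 controls, and the permutation test takes no account of the error in their mean. With 1 control of each species left out in turn, the difference ranged from -0.29 to 0.31 and was over 0 in 4 of 9 combinations. Control libraries differed from the mean of the other controls by 0.39 to 0.78 in *S*. *exigua* and by 0.65 to 0.94 in *T*. *ni*. In *S*. *exigua*, SFN replicate 2, the library with the lowest depth, had the largest value. It was 1.06, against 0.80 and 0.84 in SFN replicates 1 and 3. Whether low depth raised it was not tested. The *T*. *ni* SFN libraries, of similar depth to each other, ranged from 0.80 to 1.04.

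The size of the difference depended on the measure, and its direction on how the libraries were scaled. With the mean over genes in place of the median, the response was 1.40 ± 0.09 (SD, n = 6) in *S*. *exigua* and 1.78 ± 0.30 (SD, n = 8) in *T*. *ni* (exact permutation test, p = 0.0183), and the difference ranged from -0.68 to -0.02 with controls left out. This p does not include the error of the control means either. The difference was larger under TSA, with 1.36 ± 0.10 (SD, n = 3) and 1.92 ± 0.12 (SD, n = 4; exact permutation test, p = 0.0286, the smallest possible), than under SFN, with 1.44 ± 0.08 (SD, n = 3) and 1.64 ± 0.39 (SD, n = 4; exact permutation test, p = 0.486). With library size only in place of TMM normalization, it was 1.03 ± 0.15 (SD, n = 6) in *S*. *exigua* and 0.92 ± 0.11 (SD, n = 8) in *T*. *ni* (exact permutation test, p = 0.138). The genes tested in each species were not matched as orthologs. The paper bases its statement on the orthologous genes in Fig 5A and, for all changed genes of each species, on the color intensity of scaled expression in S2 Fig, neither of which was recomputed here. It relates the lesser change that it reports in *T*. *ni* to the resistance of that species.

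**Figure D1:**
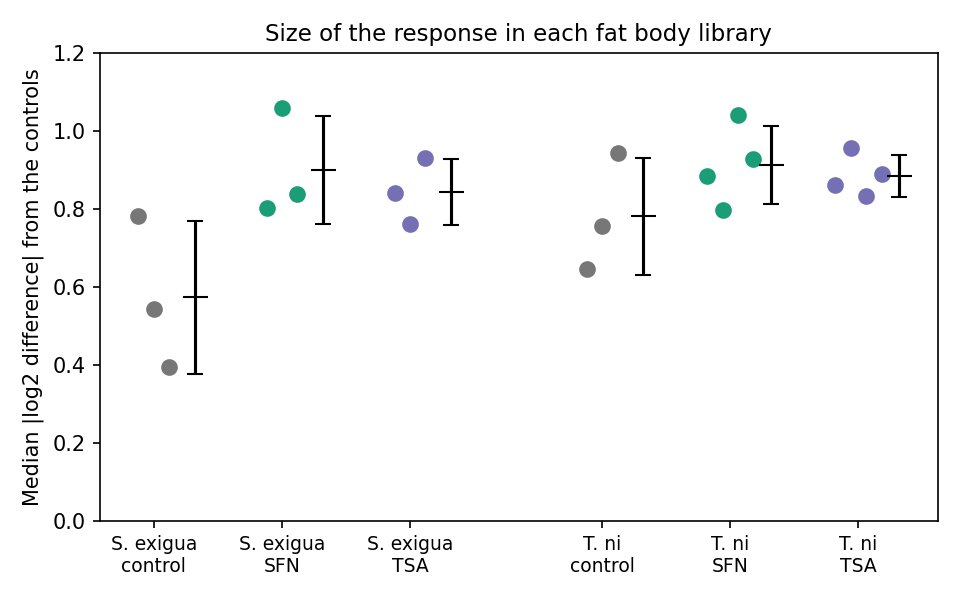
Median absolute difference in log2 CPM over tested genes, 1 point per fat body library, from the mean of the controls (SFN, TSA) or from the mean of the other controls (control). Bars give the mean and SD of each group, and the treated libraries lie between 0.76 and 1.06 in *S*. *exigua* and between 0.80 and 1.04 in *T*. *ni*.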

**Fig 5:**
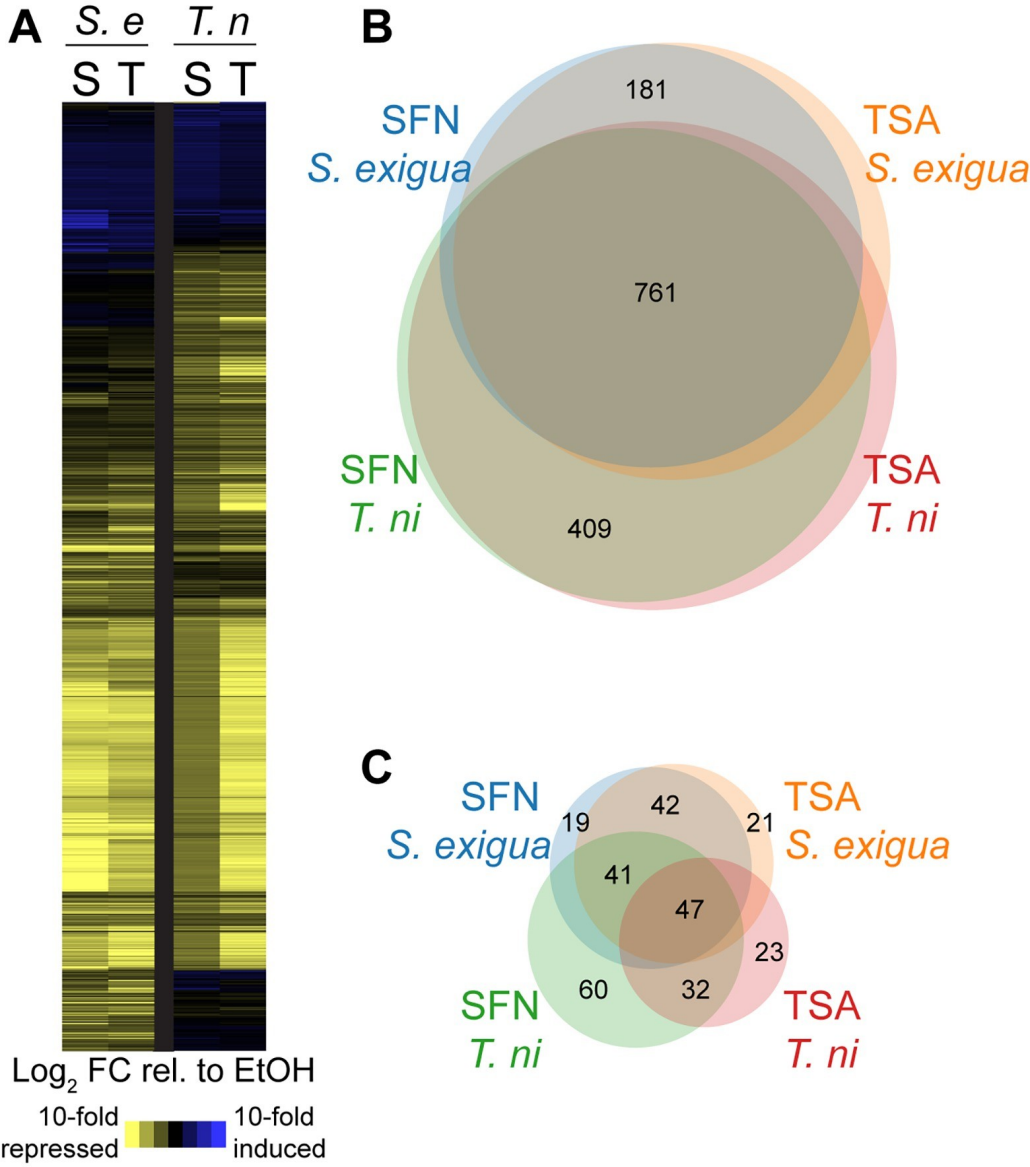
Consumption of SFN altered the expression of genes in fat body tissues of *S*. *exigua* and, to a lesser degree, *T*. *ni*. (**A**) Hierarchical clustering based on Euclidean distance of 1,721 orthologous genes significantly differentially expressed after exposure to either SFN (S) or TSA (T) in *S*. *exigua* (*S*.*e*) and *T*. *ni* (*T*.*n*). Values represent the log_2_ fold-change relative to an EtOH control. Venn diagrams represent the overlap of orthologous genes significantly repressed in response to SFN or TSA (n = 1,615; **B**) or significantly induced in response to SFN or TSA (n = 307; **C**). For overlap categories representing less than 5% of the total number of genes, the number is not denoted in the Venn diagram.

To explore the potential physiological effects of differential gene expression elicited by SFN and TSA, we clustered the orthologous expression responses and identified enrichment of KEGG pathways in specific gene clusters (Table 1). Both species exhibited reduced expression of genes associated with energy conversion pathways, including pyruvate metabolism, carbon metabolism, oxidative phosphorylation, the TCA cycle, glycolysis, and gluconeogenesis. Again, the degree to which these genes were repressed was less in *T*. *ni* as compared to *S*. *exigua*. In addition, both species showed increased expression of genes associated with ribosome biosynthesis and the production of cuticular proteins. Finally, a small cluster of 146 genes that were induced in *T*. *ni* but repressed in *S*. *exigua* showed a significant enrichment for genes involved in fatty acid degradation.

**Table 1:** Enrichment for KEGG pathways in clusters of genes with different expression patterns.

	Function	P value ^a^	Number of Genes in Cluster	Number of Genes in Genome	Fold Enrichment over Background
**Repressed in both species**					
	Pyruvate metabolism	5.00e-09	19	51	5.94
	Oxidative phosphorylation	1.14e-05	27	148	2.91
	Carbon metabolism	3.90e-05	25	141	2.83
	Citrate cycle (TCA cycle)	7.72e-05	12	40	4.79
	Biosynthesis of amino acids	0.0012	16	86	2.97
	Cysteine and methionine metabolism	0.0057	10	45	3.54
	Glycolysis / Gluconeogenesis	0.0191	10	53	3.01
	Glycerophospholipid metabolism	0.0450	11	70	2.51
**Induced both species**					
	Ribosome biogenesis in eukaryotes	6.41E-35	31	71	21.15
**Repressed in *S*. *exigua* and induced in *T*. *ni***					
	Fatty acid degradation	0.0306	4	42	9.95

^a^ P value from Bonferroni-corrected hypergeometric test.

It is possible that HDAC inhibitors such as SFN and TSA not only inhibit HDAC enzyme activity directly but also repress the expression of genes encoding for these enzymes, a type of “double inhibition”. To investigate this, we specifically examined the expression of known HDAC genes in these species of insects. We identified six HDAC genes in each of our species: HDAC2 & 3 (Class I), HDAC6 & 7 (Class II), and HDAC11 (Class IV). Only HDAC11 was significantly repressed in our experiment, in both *S*. *exigua* and *T*. *ni* (S1 Table).

### Iflaviruses

Our RNA-seq analyses confirmed the presence of iflavirus 1, a positive-strand RNA virus, in the fat body tissues of *S*. *exigua*. This result was not surprising. Iflaviruses are common in lab-cultured populations [109] and field populations [110,111] of insects. In many insect species, including *S*. *exigua*, iflaviruses produce “covert infections” that are not lethal and do not produce obvious signs of disease [109,112]. Carballo *et al*. noted that they are often detected serendipitously during transcriptomic studies [113], as was the case in our experiments. However, a few recent studies have suggested that there may be direct or indirect effects of iflavirus infection, for example interactions with other viruses or predators known to affect insect fitness [113]. We wondered if the consumption of HDACi in our experiments affected the abundance of iflavirus RNA. It did not; our analyses indicated that viral RNA levels were not impacted by the consumption of HDAC inhibitors by its host.

## Discussion

### 1. Sulforaphane can act as an epigenetic weapon against *S*. *exigua*

SFN, a natural HDAC inhibitor produced by cruciferous plants, disrupted the development of the beet armyworm, *S*. *exigua*, when consumed at natural concentrations. In general, SFN slowed larval growth by ~50%. Interestingly, there was no significant mortality. Larvae fed normally, were otherwise healthy, and pupated to produce adult moths. In this species, consumption of SFN inhibited the activity of HDAC enzymes in the nucleus and the cytoplasm of fat body tissues by ~50% and resulted in large scale changes in patterns of gene expression. We detected 1,792 differentially expressed genes in *S*. *exigua* larvae consuming SFN. 

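With the replicate block, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 0 *S*. *exigua* genes between SFN and control, with a lowest adjusted p of 0.0535, while 1857 of the tested genes had an unadjusted p under 0.05. The likelihood ratio test called 1177 genes and DESeq2's Wald test 1735. The quasi-likelihood test called 1236 genes with no filter on low counts and 1007 with library size only. Leaving out control replicate 1 gave 1877 genes and leaving out TSA replicate 1 gave 208, while the count was 0 without any other single library. The central 90% of fitted log2 fold changes lay between -3.73 and 2.52, and expression fell by 4 log2 units or more in 262 genes and rose by as much in 89. Without the replicate block, 923 genes were called, of which 551 fell with a median log2 fold change of -3.04 and 372 rose with a median of 1.95.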

In general, genes associated with central energy production pathways were downregulated while genes associated with ribosome construction and cuticle formation were upregulated in fat body tissues. The method of SFN treatment did not seem to matter: similar responses were observed when SFN was consumed in the diet and when eggs were treated topically with SFN, supporting the hypothesis that SFN acts directly as a HDAC inhibitor rather than affecting feeding rates. The effects of dietary TSA, a pharmaceutical HDAC inhibitor, were similar. These observations support our hypothesis that SFN acts as a chemical defense by disrupting the epigenetic control systems of herbivorous insects.

### 2. *T*. *ni* is more resistant to SFN

Interestingly, the specialist herbivore *T*. *ni* was at least partly resistant to the effects of SFN. The development of *T*. *ni* larvae was rarely affected by SFN, whether the substance was consumed in the diet or applied topically to eggs. Similarly, consumption of SFN did not inhibit HDAC enzyme activity in this species. In fact, HDAC enzyme activities remained high in fat body tissues despite consumption of SFN and/or the known HDAC inhibitor TSA.

The difference in responsiveness between *S*. *exigua* and *T*. *ni* is not surprising. Herbivores often possess different co-evolutionary adaptations allowing them to feed on toxic host plants with various levels of success [80,83,89,90,114–116]. We considered how some of these adaptations may explain our results. First, some grazers possess mechanisms to deactivate or redirect the “mustard oil bomb” reactions, preventing the accumulation of products such as SFN. These adaptations would be irrelevant in our experiments because larvae consumed SFN directly. Second, we considered that some specialized grazers possess mechanisms to deactivate isothiocyanates via conjugation in the gut. These mechanisms could have protected larvae from SFN in our feeding experiments, however this would not explain the similar results obtained when SFN was applied topically to eggs (Fig 2B). Similarly, it would not explain why *T*. *ni* is generally resistant to TSA (Fig 3A). Third, we considered the possibility that the resistance of *T*. *ni* in our experiments, compared to *S*. *exigua*, was due to differences in the insects’ HDAC enzymes themselves; however, this seems not to be the case. HDAC enzymes isolated from *T*. *ni* and *S*. *exigua* were inhibited equally by SFN *in vitro* (Fig 3B). Finally, we considered that *T*. *ni* consuming foliage containing SFN may compensate by overproducing HDAC enzymes; however, we did not find evidence for this either. The expression of HDAC genes was not increased in larvae consuming SFN or TSA. The lone exception was a gene for a poorly understood HDAC enzyme (HDAC11; S1 Table) which was indeed overexpressed in response to SFN and/or TSA. This by itself seems unlikely to explain our results. It is possible that *T*. *ni* could increase the level of HDAC enzymes via some post-transcriptional mechanism.

### 3. Sulforaphane induces large-scale changes in gene expression

The consumption of SFN affected the expression of thousands of genes. 

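Across tested genes, the log2 fold changes under SFN and TSA had a Pearson's r of 0.919 and a Spearman's rho of 0.886 in *S*. *exigua*, and of 0.943 and 0.930 in *T*. *ni*, where genes are not independent replicates. They had the same sign in 86.2% of *S*. *exigua* genes and 90.2% of *T*. *ni* genes. The contrasts share their control libraries, and simulated groups with no change against those controls gave a median r of 0.503 (range 0.454 to 0.542 over 20 simulations) and the same sign in 66.5% of genes in *S*. *exigua*, and a median r of 0.584 (0.567 to 0.606) and 70.4% in *T*. *ni*. The r values lay above this range in both species. However, the simulations drew each gene independently, while a set of real *T*. *ni* genes moved together even among the controls. The simulated range may therefore be too narrow to exclude the shared controls as a reason. Within the earlier submission batch of *T*. *ni*, r was 0.848. No groups without change were simulated for that batch, which holds fewer controls, so this value cannot be set against the simulated range.

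Comparing the inhibitors directly avoids the shared controls. Between SFN and TSA libraries, edgeR's quasi-likelihood test called 0 genes in both species. An unadjusted p under 0.05 was found for 128 *S*. *exigua* genes and 263 *T*. *ni* genes. Without the replicate block it called 0 genes as well, with an unadjusted p under 0.05 for 185 and 703 genes. The likelihood ratio test called 17 *S*. *exigua* genes and 2 *T*. *ni* genes, and DESeq2's Wald test 47 and 509. Within the earlier submission batch of *T*. *ni*, the quasi-likelihood test called 59 genes, and without SFN replicate 3 it called 2. The central 90% of log2 fold changes between SFN and TSA lay between -0.91 and 1.34 in *S*. *exigua* and between -0.76 and 4.33 in *T*. *ni*, where expression was higher under SFN by 4 log2 units or more in 377 genes. The SFN libraries of *T*. *ni* were split in this respect. Over the 717 genes that fell together under TSA, the median shift from the controls was -4.17 and -3.59 in SFN replicates 1 and 2 but -8.45 and -7.01 in SFN replicates 3 and 4, against -8.62 to -7.01 in the TSA libraries.

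**Figure D2:**
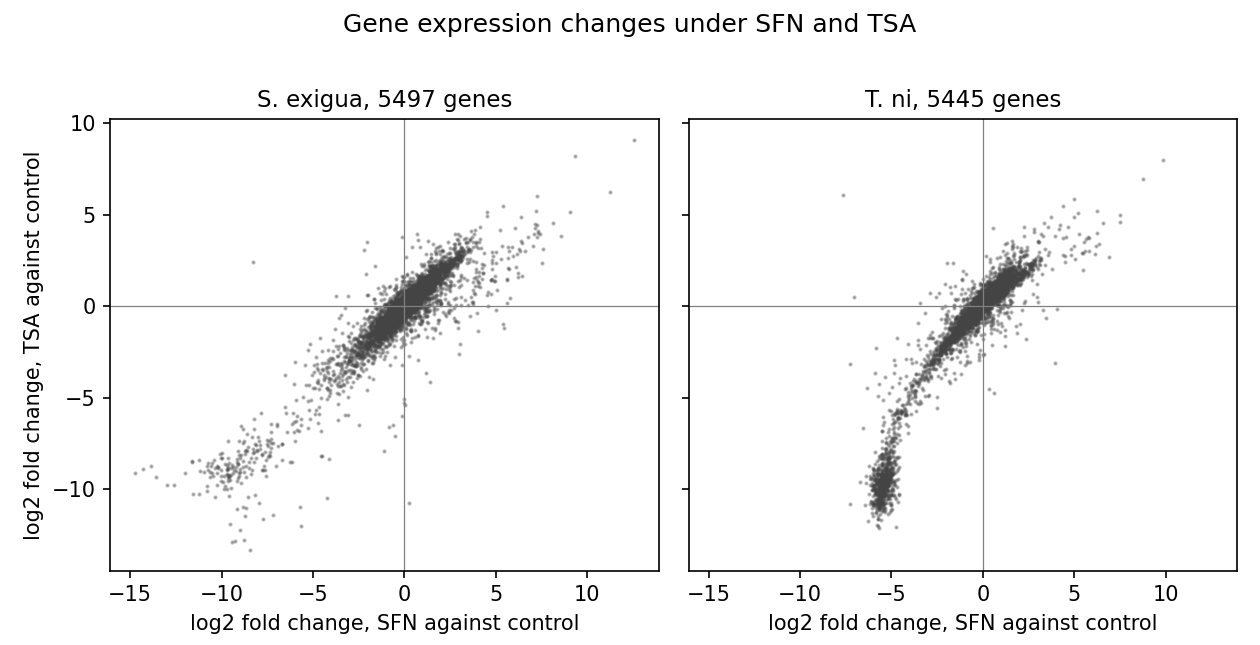
Log2 fold change against control under SFN (horizontal axis) and TSA (vertical axis), 1 point per tested gene, for *S*. *exigua* and *T*. *ni*. Genes that fell far under TSA form a separate cloud in *T*. *ni*, where they fell less in SFN replicates 1 and 2.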

Overall, the patterns of differentially expressed genes were similar in both species in response to SFN and TSA, suggesting that SFN does indeed act primarily as an HDAC inhibitor when consumed in the diet at natural concentrations. Although the patterns of gene expression were similar, the magnitude of changes was generally greater in *S*. *exigua* as compared to *T*. *ni*. (Fig 5). In short, similar genes were affected but to a lesser degree in *T*.*ni*, corresponding with the resistance of this species that we observed in these experiments.

KEGG pathway analyses indicated that the consumption of SFN and TSA impacted core metabolic processes. Both HDAC inhibitors downregulated many genes associated with energy conversion pathways, including glycolysis, gluconeogenesis, pyruvate metabolism, and oxidative phosphorylation, in both species. HDAC inhibitors are well-known to impact energy conversion pathways in cancer cells [59,117] where they usually downregulate genes associated with glycolysis, thereby counteracting the Warburg Effect [118]. However, our results differ in that genes from virtually all energy conversion pathways were downregulated. We also observed a dramatic upregulation of genes associated with protein synthesis in both species, after consumption of both HDAC inhibitors. A similar result was observed in mouse embryos treated with TSA [119,120]. Finally, we observed the upregulation of cuticular protein genes, in both species, which could have implications for development.

In some previous studies HDAC inhibitors, including TSA, have been observed to lower the expression of HDAC genes [121]. In this sense, these substances were doubly inhibitory: disrupting the activity of HDAC enzymes and downregulating the expression of HDAC genes. However, we did not observe this for most of the HDAC genes identified in *S*. *exigua* or *T*. *ni*.

### 4. Extending this work to test hypotheses in the field

These observations demonstrate that dietary SFN can inhibit the HDAC enzymes of herbivores, disrupting gene expression and development. Specifically, we demonstrated that SFN slowed the development of *S*. *exigua*, an important agricultural pest. In these laboratory experiments, we examined the effects of SFN alone, rather than in combination with other defenses present in cruciferous plants. The next step is to evaluate the effectiveness of SFN as an epigenetic weapon in nature.

Based on these results, we envision three possible ways in which SFN could act as an effective defense against susceptible herbivores in nature. First, SFN may cause larvae to be smaller, for a longer time. According to the *slow growth–high mortality* hypothesis, this would extend the window of vulnerability during which caterpillars are most exposed to predators [122,123]. Indeed, this effect has been observed for caterpillars feeding on cruciferous plants in nature [123]. If this is the case SFN would be most effective as a defense in a natural setting when predators are present. Second, SFN could slow development sufficiently to reduce the number of herbivore generations over the course of a growing season. For *S*. *exigua* we typically observe delays of 2–3 days from first instar larvae to the emergence of moths. However, in longer experiments examining a complete life cycle, we have observed delays of 5–7 days after consumption of SFN. For comparison, the life cycle of *S*. *exigua* in the field is approximately 22–28 days, rapid enough to generate six generations during the summer in Florida (USA) [124]. Based on our results, SFN could slow development to the point of eliminating one generation of *S*. *exigua* caterpillars per growing season.

Finally, SFN could sabotage the phenotypic plasticity–the adaptability–of these herbivores, which may be especially detrimental for insects since they rely upon their remarkable phenotypic flexibility for their ecological success [38,92,125–128]. For instance, herbivores commonly adjust their phenotypes to circumvent the induced defense responses of plants in real-time [1–5,129]. If SFN interferes with phenotypic plasticity, it may be most damaging in combination with other plant defenses. In cruciferous plants, synergistic effects of multiple glucosinolates are well-known. It is also interesting to note that such synergistic combinations of HDAC inhibitors and other chemical agents have been documented in medical studies [130,131].

The effects of SFN on *S*. *exigua* were most apparent at higher temperatures, suggesting that SFN may be most effective in warmer regions or late in the growing season. This result also indicates that continued climate warming may increase the effectiveness of SFN as an epigenetic weapon against herbivores.

## Supporting information

S1 Table Expression of HDAC genes in *S*. *exigua* and *T*. *ni*. (DOCX) Click here for additional data file.

S1 Fig Consumption of SFN altered the expression of genes in fat body tissues of *S*. *exigua* and, to a lesser degree, *T*. *ni*. In a common experiment we cataloged gene expression changes in both species in response to SFN, compared to ethanol alone (negative control) and the pharmaceutical HDACi TSA (positive control). Exposure to dietary SFN reduced the size of *S*. *exigua* larvae but not *T*. *ni* larvae, as observed in previous experiments. A two-factor ANOVA confirmed that larval size was impacted by the consumption of SFN and/or TSA (P<0.001) and by species (P<0.001). Letters indicate pair wise differences detected by Student-Newman-Keuls multiple comparisons tests.
(DOCX) Click here for additional data file.

S2 Fig Significantly differentially expressed genes in *S*. *exigua* and *T*. *ni*. Color intensity reflects the degree of expression changes, highlighting the greater magnitude of expression changes in *S*. *exigua*, compared to *T*. *ni*. Hierarchical clustering based on Euclidean distance of 1,792 *S*. *exigua* (**A**) and 2,454 *T*.*ni* (**B**) genes significantly differentially expressed after exposure to either SFN or TSA. Values represent the log_2_ read counts per million mapped reads (CPM). Data are scaled such that each gene has mean = 0 and standard deviation = 1.
(DOCX) Click here for additional data file.

# Supplementary material for: Epigenetic weapons in plant-herbivore interactions: Sulforaphane disrupts histone deacetylases, gene expression, and larval development in Spodoptera exigua while the specialist feeder Trichoplusia ni is largely resistant to these effects
**Source:** PLoS One. 2023 Oct 19;18(10):e0293075. doi: 10.1371/journal.pone.0293075
**Supplement:** S1 Table

**Supplementary Information Appendix for:**

**Epigenetic weapons in plant-herbivore interactions: Sulforaphane disrupts lepidopteran histone deacetylases, gene expression, and larval development**

Dana J. Somers, David B. Kushner, Alexandria R. McKinnis, Dzejlana Mehmedovic, Rachel S. Flame, and Thomas M. Arnold*

**S1 Table. Expression of HDAC genes in *S. exigua* and *T. ni.***

| Class | Gene | SFN ^a^ | | TSA ^a^ | |
| --- | --- | --- | --- | --- | --- |
|  |  | ***S. exigua*** | ***T. ni*** | ***S. exigua*** | ***T. ni*** |
| Class 1 | HDAC2 | 0.53 | 0.40 | 0.38 | 0.13 |
|  | HDAC3 | 0.38 | 0.87 | 0.27 | 0.39 |
| Class 2 | HDAC7 | 0.12 | 0.24 | -0.09 | 0.25 |
|  | HDAC6 | 1.04 | -0.16 | 0.74 | -0.42 |
| Class 4 | HDAC11 | **-2.72** | **-4.31** | **-3.85** | **-8.52** |

^a^ Log_2_ FC relative to EtOH. Statistically significant differences are indicated in bold text (FDR < 0.05)

# Supplementary material for: Epigenetic weapons in plant-herbivore interactions: Sulforaphane disrupts histone deacetylases, gene expression, and larval development in Spodoptera exigua while the specialist feeder Trichoplusia ni is largely resistant to these effects
**Source:** PLoS One. 2023 Oct 19;18(10):e0293075. doi: 10.1371/journal.pone.0293075
**Supplement:** S1 Fig — In a common experiment we cataloged gene expression changes in both species in response to SFN, compared to ethanol alone (negative control) and the pharmaceutical HDACi TSA (positive control). Exposure to dietary SFN reduced the size of S. exigua larvae but not T. ni larvae, as observed in previous experiments. A two-factor ANOVA confirmed that larval size was impacted by the consumption of SFN and/or TSA (P<0.001) and by species (P<0.001). Letters indicate pair wise differences detected by Student-Newman-Keuls multiple comparisons tests.

**Supplementary Information Appendix for:**

**Epigenetic weapons in plant-herbivore interactions: Sulforaphane disrupts lepidopteran histone deacetylases, gene expression, and larval development**

Dana J. Somers, David B. Kushner, Alexandria R. McKinnis, Dzejlana Mehmedovic, Rachel S. Flame, and Thomas M. Arnold*

**S1 Figure. Consumption of SFN altered the expression of genes in fat body tissues of *S. exigua* and, to a lesser degree, *T. ni*.** In a common experiment we cataloged gene expression changes in both species in response to SFN, compared to ethanol alone (negative control) and the pharmaceutical HDACi TSA (positive control). Exposure to dietary SFN reduced the size of *S. exigua* larvae but not *T. ni* larvae, as observed in previous experiments. A two-factor ANOVA confirmed that larval size was impacted by the consumption of SFN and/or TSA (P<0.001) and by species (P<0.001). Letters indicate pair wise differences detected by Student-Newman-Keuls multiple comparisons tests.

# Supplementary material for: Epigenetic weapons in plant-herbivore interactions: Sulforaphane disrupts histone deacetylases, gene expression, and larval development in Spodoptera exigua while the specialist feeder Trichoplusia ni is largely resistant to these effects
**Source:** PLoS One. 2023 Oct 19;18(10):e0293075. doi: 10.1371/journal.pone.0293075
**Supplement:** S2 Fig — Color intensity reflects the degree of expression changes, highlighting the greater magnitude of expression changes in S. exigua, compared to T. ni. Hierarchical clustering based on Euclidean distance of 1,792 S. exigua (A) and 2,454 T.ni (B) genes significantly differentially expressed after exposure to either SFN or TSA. Values represent the log2 read counts per million mapped reads (CPM). Data are scaled such that each gene has mean = 0 and standard deviation = 1.

**Supplementary Information Appendix for:**

**Epigenetic weapons in plant-herbivore interactions: Sulforaphane disrupts lepidopteran histone deacetylases, gene expression, and larval development**

Dana J. Somers, David B. Kushner, Alexandria R. McKinnis, Dzejlana Mehmedovic, Rachel S. Flame, and Thomas M. Arnold*

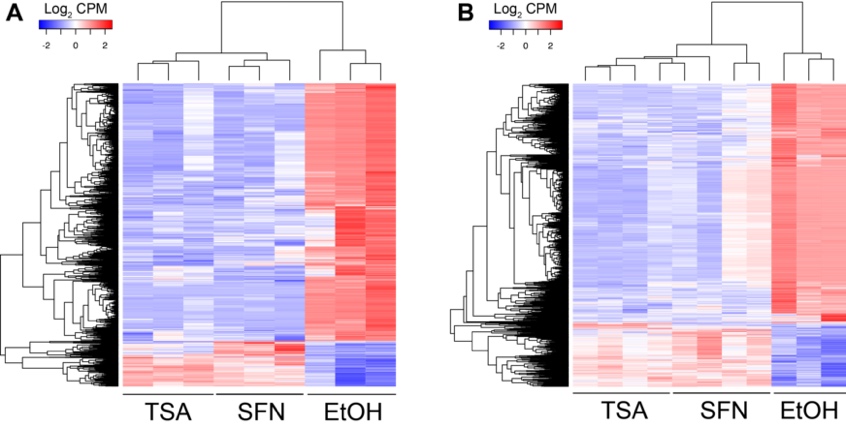

**S2 Figure. Significantly differentially expressed genes in *S. exigua* and *T. ni*.** Color intensity reflects the degree of expression changes, highlighting the greater magnitude of expression changes in *S. exigua*, compared to *T. ni*. Hierarchical clustering based on Euclidean distance of 1,792 *S. exigua* (**A**) and 2,454 *T.ni* (**B**) genes significantly differentially expressed after exposure to either SFN or TSA. Values represent the log_2_ read counts per million mapped reads (CPM). Data are scaled such that each gene has mean = 0 and standard deviation = 1.

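In a principal component analysis of log2 CPM over all tested genes, the first component held 58.6% of the variance in *S*. *exigua* and 72.6% in *T*. *ni*. It separated controls from treated libraries in both species. The *S*. *exigua* controls lay at -44.0, -126 and -129 and treated libraries between 31.8 and 63.5. The *T*. *ni* controls lay at -122, -147 and -168, while SFN libraries lay at -22.2, -34.6, 101 and 57.2 and TSA libraries between 53.0 and 103. The second component held 12.6% of the variance in *S*. *exigua* and 8.04% in *T*. *ni*. The median Spearman correlation between pairs of libraries over genes was 0.718 within the *S*. *exigua* controls, 0.473 between control and SFN, 0.559 between control and TSA and 0.837 between SFN and TSA. The corresponding medians in *T*. *ni* were 0.721, 0.362, 0.282 and 0.855.

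**Figure D3:**
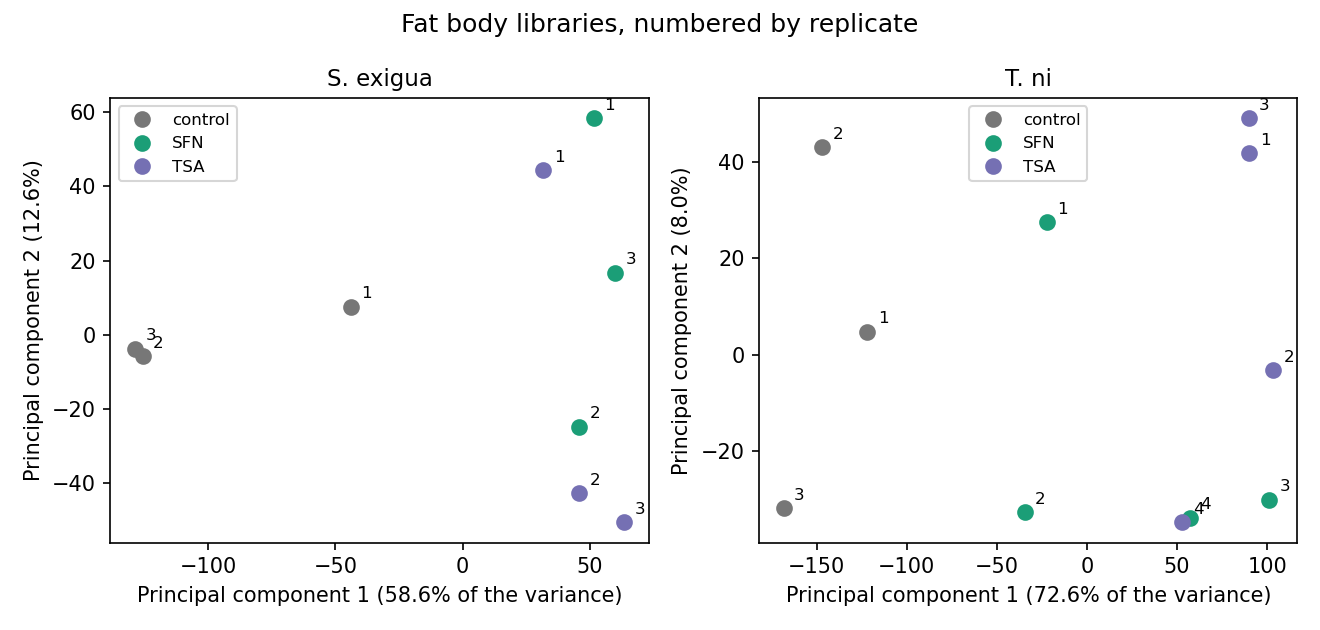
Position of each fat body library on the first and second principal components of log2 CPM, with the percentage of variance on each axis, for *S*. *exigua* and *T*. *ni*. Points are numbered by replicate, and control replicate 1 of *S*. *exigua* lies at -44.0 on the first component, nearest to the treated libraries.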

How the deposited data were processed for this re-analysis (not part of the article)

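RNA was sequenced from fat body libraries of *S*. *exigua* (3 control, 3 SFN and 3 TSA) and *T*. *ni* (3 control, 4 SFN and 4 TSA), each pooling 3 to 5 larvae on Day 10. Every library was assigned to its species, treatment and replicate from the sample labels, and 0 columns of the tables belonged to no mapped sample. The *T*. *ni* library codes fall into a pair of submission batches, of which the later holds control replicate 3, SFN replicate 4 and TSA replicate 4. All *S*. *exigua* libraries carry the code of the earlier batch.

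For each species the authors deposited a table of raw counts per gene, made by trimming with Trimmomatic, alignment with HISAT2 and counting with featureCounts, with no normalization. The tables hold 18477 genes for *S*. *exigua* and 14384 for *T*. *ni*. The authors also deposited a table of normalized signal per gene for each species, in which the counts were divided by the library total and a TMM factor after low-count genes were removed. Multiplied by 1 factor per library, 100% of these values were whole numbers (tolerance 0.01) that matched the raw counts. The normalized tables hold 12380 and 10610 genes. All tests used the raw counts, and the normalized tables were used only for their lists of genes. The genes carry identifiers only, and 0 of them could be matched to names with the tables at hand. For this reason no pathway, HDAC gene, ortholog or iflavirus RNA could be examined, and no test of gene sets was run.

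Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes with a mean CPM over 10 across the libraries of a species were kept, and libraries were scaled by TMM. The model for each species held the treatments and the replicate number as a block. This is a reading of the methods of the study, which speak of pairing the triplicate samples without giving the terms of the model, and it is in doubt. In *T*. *ni* the block of replicate 4 held no control. Control replicate 3, of the later submission batch, shared a block with SFN and TSA libraries of the earlier batch. SFN and TSA were each compared with control, and SFN with TSA, by the quasi-likelihood test with Benjamini-Hochberg adjustment at a threshold of 0.05. Which edgeR test the study used is not stated in its methods. Log2 CPM for the size of the response and for the principal components used a prior count of 2. The size of the response per library was compared between species by a two-sided exact permutation test. Because the contrasts share their controls, 20 data sets per species were simulated with unchanged treated groups, with each gene drawn independently. No gene was called in them, and their overlap was therefore taken between ranked lists as long as the real ones. The genes named in the text are those with the largest rise and the largest fall under SFN per species among the called genes in which every SFN library lay on the same side of every control library. They come from the model with the replicate block, except Tni08G04760, which had the largest *T*. *ni* fall without it. No *S*. *exigua* gene was called with the block, so none is named. Figures were drawn with matplotlib 3.10.9.

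The model was checked on simulated counts in which 200 genes were changed under SFN. With 4-fold changes the fit without the replicate block recovered 0% of the changed *S*. *exigua* genes and 5% of those in *T*. *ni*. With 64-fold changes it recovered 94.5% with 9 false calls and 92.5% with 4. Far more than 200 genes had a low unadjusted p in the real data, so these rates do not carry over to it. Depth was lowest in SFN replicate 2 of *S*. *exigua*, with 6352561 counts, so a CPM of 10 is about 63.5 counts there. The alternatives tried were other scalings (DESeq2's size factors, library size only, upper-quartile factors), other filters on low counts, edgeR's likelihood ratio test, DESeq2 1.42.0, the fit without the replicate block, the submission batch as the block, fits of only the treatments compared, stricter thresholds, and fits without each library in turn.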

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

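The tests of SFN replicate 1 and of TSA replicate 4 of *T*. *ni* were chosen only after these results were seen. Measures of the *T*. *ni* SFN and TSA libraries were examined in 26 groups of 4 libraries, and 2 groups held a library whose gap to the nearest other library was unusually large for the range of its group. Chance gives about 1 such group in 20.

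SFN replicate 1 of *T*. *ni* lay at 27.5 on the second principal component, while the other SFN libraries lay between -33.8 and -30.1. The submission batch is not the reason, since SFN replicate 3 of the same batch lay at -30.1. Depth is argued against as well, because the total of 17841078 counts lay within the range of the other SFN libraries. The 10 most abundant genes took 50.5% of the counts in SFN replicate 1, more than in any other SFN library, so a few abundant genes may contribute. This could not be told apart from a difference between pools of larvae, since each pool was sequenced in 1 library. No biological explanation was tested.

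TSA replicate 4 of *T*. *ni* had a median shift of -7.01 log2 units in a set of 717 genes that fell together under TSA, while the other TSA libraries lay between -8.62 and -8.47. Reads carried over between libraries of the later submission batch could leave such a residue. SFN replicate 4, the other treated library of that batch, differed from TSA replicate 4 by -0.00829 log2 units. The sources cannot be told apart, because the batch holds only 1 library of each treatment and its control had the highest level of these genes. A weaker response of the larvae in that pool also stays open and was not tested.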

How the results depend on the processing

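The alternative scalings, filters, tests, thresholds and sets of libraries were chosen before the data were examined, except the authors' deposited list of genes, every further alternative applied to the model without the replicate block, and for the size of the response the genes called without the block, the libraries of the earlier submission batch, the genes outside a set that fell together under TSA and the leaving out of controls of both species together, all chosen after seeing the data. Where a value moved, the cause was not tested.

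The *S*. *exigua* counts depended on the replicate block, though other choices moved them as well. The correlation between deviations of same-numbered libraries from their group means had a median of 0.00701 in *S*. *exigua* (1 of 9 pairs over 0.1) and -0.0249 in *T*. *ni* (2 of 10 pairs over 0.1), so the numbers do not pair the libraries in these data. With no replicate block, *S*. *exigua* had 923 genes called under SFN, 819 under TSA, 1116 under either and 421 falling under both, where the model with the block called 0. *T*. *ni* had 1465 under SFN and 1155 falling under both. With the submission batch as the block, *T*. *ni* had 1152 under SFN and 870 falling under both, and 80.1% fell.

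With library size only, *S*. *exigua* had 1007 genes called under SFN and 1007 under either inhibitor, and median absolute log2 fold changes of 1.05 (SFN) and 0.91 (TSA). The share of called genes that fell was 90.8% in *T*. *ni*, and without the block 25.0% in *S*. *exigua*, where the more frequent direction reversed, and 91.1% in *T*. *ni*. With upper-quartile factors, *S*. *exigua* had 9 genes under SFN, 6 under TSA, 10 under either and 5 falling under both. *T*. *ni* had 574 under SFN, 59.3% falling and median absolute log2 fold changes of 0.93 and 0.96. The shares without the block were 55.6% and 52.5%. With DESeq2's size factors the *T*. *ni* share without the block was 78.4%, and every count stayed within 1.5 times the reported one.

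With a mean CPM over 1, *S*. *exigua* had 947 genes under SFN, 1002 under TSA, 1208 under either and 626 falling under both, and *T*. *ni* had 660, 2155 and 2189 with 76.4% falling. The *S*. *exigua* median absolute log2 fold change under TSA was 0.90. Without the block, 2203 genes (71.8% fell) and 2984 genes (66.5% fell) were called. With no filter, *S*. *exigua* had 1236, 1225, 1493 and 851, and *T*. *ni* had 1988 under TSA and 2013 under either. The correlations of log2 fold changes were 0.846 and 0.872, and the median absolute log2 fold changes 1.12 and 1.08 in *S*. *exigua* and 1.04 and 1.02 in *T*. *ni*. Without the block, 2086 genes (77.3% fell) and 2978 genes (72.5% fell) were called. With edgeR's filterByExpr, *S*. *exigua* had 1024, 1045, 1288 and 677, with 0.92 for TSA, and *T*. *ni* had 613, 2160 and 2194 with 77.8% falling. Without the block, 2367 genes (73.3% fell) and 3020 genes (67.2% fell) were called. With the authors' deposited list of genes, *S*. *exigua* had 973, 962, 1214 and 641, with 0.95 for TSA, and *T*. *ni* had 576, 2167 and 2196 with 78.4% falling, 0.91 for SFN and 0.90 for TSA. Without the block, 2337 genes (74.2% fell) and 3164 genes (67.9% fell) were called.

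With the likelihood ratio test, *S*. *exigua* had 1177 genes under SFN, 1163 under TSA, 1456 under either, 17 between SFN and TSA and 497 falling under both. *T*. *ni* had 1337 under SFN, 2 between SFN and TSA and 1027 falling under both, and 77.7% fell. The shares without the block were 56.6% and 77.7%. With DESeq2's Wald test, *S*. *exigua* had 1735, 1693, 2119, 47 and 701, and *T*. *ni* had 2139, 2296, 2582, 509 and 1278, of which 60.3% fell. Without the block it called 2180 *S*. *exigua* genes, and 56.3% fell in *S*. *exigua* and 68.0% in *T*. *ni*.

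With only the 2 treatments compared in the model, *S*. *exigua* had 85 genes under SFN and 85 under either, and *T*. *ni* had 0 under SFN and 0 falling under both, with 96.7% falling and a correlation of 0.893. Without the block, 259 *S*. *exigua* genes were called (86.9% fell), and 85.1% fell in *T*. *ni*. At an adjusted p under 0.01, *T*. *ni* had 0 genes under SFN, 0 under TSA, 0 under either and 0 falling under both. Without the block, 0 *S*. *exigua* genes and 1030 *T*. *ni* genes passed, and 97.3% of the latter fell. With replicates 1 to 3 only, *T*. *ni* had 0 genes under SFN and 0 falling under both, and 87.8% fell, or 89.0% without the block. With only the earlier submission batch, *T*. *ni* had 0 under SFN, 426 under TSA, 426 under either, 59 between SFN and TSA and 0 falling under both, with 93.4% falling, a correlation of 0.848 and, without the block, 864 genes. A log2 fold change of at least 1 left every count within 1.5 times the reported one.

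Leaving out each library in turn moved most counts. The *S*. *exigua* counts ranged from 0 to 1877 under SFN, 0 to 1895 under TSA, 0 to 2144 under either and 0 to 770 falling under both, each highest without control replicate 1. Without TSA replicate 1 they were 208, 118, 208 and 115. The correlation ranged from 0.868 to 0.936 and the median absolute log2 fold change from 0.70 to 1.06 (SFN) and 0.66 to 1.04 (TSA). Without the block, 5 to 2461 *S*. *exigua* genes were called and 49.7% to 100% fell, with 49.7% without control replicate 1. Of the other *S*. *exigua* libraries, the count without the block was 19 without control replicate 2, 5 without control replicate 3, 261 and 268 without SFN replicates 1 and 3, and 523, 453 and 513 without TSA replicates 1, 2 and 3. The *T*. *ni* counts ranged from 0 to 132 under SFN (132 without TSA replicate 3, 0 without any other library), 0 to 1185 under TSA and 0 to 1185 under either, were 0 falling under both, and ranged from 0 to 2 between SFN and TSA. The count under either was 239 without control replicate 1, 111 without control replicate 2 or 3, 132 without TSA replicate 3, and 0 without TSA replicate 1 or 2, and the TSA count alone was 0 without TSA replicate 3. The share that fell ranged from 56.1% to 99.1%, the correlation from 0.904 to 0.967 and the median absolute log2 fold change from 0.63 to 0.95 (SFN) and 0.69 to 0.99 (TSA). Without the block, 1063 (without control replicate 3) to 1703 *T*. *ni* genes were called and 76.1% to 89.7% fell. Tni19G02820 and Tni09G00760 kept their direction under every alternative. Both lost their call without each library, with only the treatments compared, at an adjusted p under 0.01, with replicates 1 to 3 only and with only the earlier submission batch, and Tni19G02820 also with the submission batch as the block.

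The size of the response per treated library differed between the species by -0.38 (*S*. *exigua* minus *T*. *ni*) with the mean over genes, by 0.11 with library size only, by -0.61 over the genes called without the block (selected by their own change, so not comparable), by 0.12 with the mean outside the genes that fell together and by 0.0742 with the median outside those genes. The direction reversed with library size only. It also reversed in both comparisons outside the genes that fell together, but those genes were chosen by their own fall and are more numerous in *T*. *ni*, so leaving them out lowers the *T*. *ni* value by construction. With 1 control of each species left out in turn, the difference ranged from -0.29 to 0.31 with the median, from -0.68 to -0.02 with the mean and from -0.20 to 0.46 with library size only. The same measure over genes called with the block was not run, since no *S*. *exigua* gene was called, and for the same reason the reported model with the block gives no *S*. *exigua* share. Of the settings that called *S*. *exigua* genes with the block, the share that fell was 19.4% with library size only, 70.0% with upper-quartile factors, 74.8% with a mean CPM over 1, 77.4% with no filter, 76.3% with filterByExpr, 77.0% with the authors' list, 53.9% with the likelihood ratio test, 53.4% with DESeq2's Wald test, 85.9% with only the treatments compared, 48.5% without control replicate 1 and 84.6% without TSA replicate 1. Camera and fry were not run, since no gene could be tied to a pathway. SFN replicate 2 of *S*. *exigua* had the lowest depth, with 6352561 counts. Leaving out that library with the block gave 0 genes under either inhibitor by edgeR's quasi-likelihood test.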

Differences from the paper's values

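Among the settings set against the paper's values, the tests with the authors' deposited list of genes, over the genes called without the replicate block, with other settings than TMM or the mean CPM over 10 in the model without the block, and with controls of both species left out were chosen only after the results were seen. The paper's count of genes changed by SFN or TSA in *S*. *exigua* is 1792, where edgeR's quasi-likelihood test with the replicate block gave 0. The methods of the study speak of pairing the triplicate samples but do not give the terms of the model. Whether it held this block is therefore in doubt. The methods also name edgeR without naming the test, so the quasi-likelihood test was a further choice made here. Of the alternatives set before the data were examined, the mean CPM over 1 (1208), no low-count filter (1493), filterByExpr (1288), the likelihood ratio test (1456), DESeq2's Wald test (2119) and leaving out control replicate 1 (2144) came within 1.5 times the paper's count. The others did not. These were DESeq2's size factors in edgeR, library size only, upper-quartile factors, no replicate block (1116), only the treatments compared, an adjusted p under 0.01, a log2 fold change of at least 1 and leaving out any other library. The authors' list of genes, chosen after seeing the values, gave 1214. How many of the paper's own genes it drops is not known, since the paper lists none by identifier. Further settings without the block were also chosen after seeing the data. They gave 2203 with a mean CPM over 1, 2086 with no filter, 2367 with filterByExpr and 2337 with the authors' list. The likelihood ratio test gave 1625, DESeq2's Wald test 2180 and library size only 1542. DESeq2's size factors gave 1164, upper-quartile factors 957, a log2 fold change of at least 1 gave 1098, and only the treatments compared 259.

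The paper's count of genes changed by SFN or TSA in *T*. *ni* is 2454, against 1322. Upper-quartile factors (1664), a mean CPM over 1 (2189), no low-count filter (2013), filterByExpr (2194), DESeq2's Wald test (2582) and no replicate block (1645) came within 1.5 times. The others set before the data were examined did not. These were DESeq2's size factors in edgeR, library size only, the likelihood ratio test (1580), only the treatments compared, an adjusted p under 0.01, a log2 fold change of at least 1, the submission batch as the block, replicates 1 to 3 only, the earlier batch only and leaving out any library. The authors' list of genes, chosen after seeing the values, gave 2196.

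In its discussion the paper gives 1792 as the number of *S*. *exigua* genes changed by SFN, against 0 by the quasi-likelihood test with the block. Of the alternatives set before the data were examined, no low-count filter (1236), DESeq2's Wald test (1735) and leaving out control replicate 1 (1877) came within 1.5 times. Every other alternative run did not, among them the likelihood ratio test (1177), filterByExpr (1024), no replicate block (923) and the authors' list of genes (973).

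The paper states that the response was larger in *S*. *exigua* than in *T*. *ni*, over orthologous genes and over the changed genes of each species. Over all tested genes of each species, the median absolute difference from the controls averaged 0.87 in *S*. *exigua* and 0.90 in *T*. *ni*. With library size only the averages were 1.03 in *S*. *exigua* and 0.92 in *T*. *ni*, in the direction that the paper states. The mean over genes went the other way, with averages of 1.40 and 1.78 (exact permutation test, p = 0.0183, which takes no account of the error of the shared controls). Over the genes called without the replicate block, chosen after seeing the values, the averages were 2.08 and 2.69, but these genes were selected in each species by their own change, so the species cannot be compared over them. With 1 control of each species left out, the difference of the medians ranged from -0.29 to 0.31. The paper also states that most changed genes fell in both species. Most fell in *T*. *ni* under every setting that called genes. Without the block 61.5% of the called *S*. *exigua* genes fell with TMM normalization. In the same model and chosen after seeing the data, the share was 25.0% with library size only, 71.8% with a mean CPM over 1, 77.3% with no filter, 73.3% with filterByExpr, 74.2% with the authors' list and 86.9% with only the treatments compared, but 55.6% with upper-quartile factors, 56.6% with the likelihood ratio test, 56.3% with DESeq2's Wald test and 49.7% without control replicate 1. With the block it was 74.8% with a mean CPM over 1, 77.4% with no filter, 76.3% with filterByExpr, 77.0% with the authors' list and 85.9% with only the treatments compared. It was 19.4% with library size only, 53.9% with the likelihood ratio test, 53.4% with DESeq2's Wald test and 48.5% without control replicate 1.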

Other observations

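The tests of the genes that fell together, of the libraries that lay apart from their groups and of the size of the response without those genes or without single controls were chosen only after the results were seen, and so were the counts of other splits of the libraries, of which the fits without the replicate block were added after seeing the data.

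A set of 717 *T*. *ni* genes with a control mean over 20 CPM fell by 4 log2 units or more under TSA and moved nearly as 1 unit. They took 4.34%, 9.64% and 22.2% of the counts in the control libraries and at most 0.662% in any treated library. Between control replicates 1 and 2, which received the same treatment, the interquartile range of their differences was 0.18 log2 units, while random sets of genes of like expression had a median of 1.34, which is 7.48 times as wide, and 0 of 1000 random sets were as narrow. With falls of at least 2 or 6 log2 units in place of 4, chosen after seeing the data, the ratio between these controls was 6.72 and 7.29. The ratio was 4.35 between control replicates 1 and 3 and 5.22 between control replicates 2 and 3. From the control mean it was 3.51, 4.55, 1.13 and 1.85 in SFN replicates 1 to 4. With falls of at least 2 log2 units, the ratios with control replicate 3 were 2.99 and 3.61, and the set spread wider than random sets in SFN replicates 3 and 4 (0.355 and 0.511). A difference in depth is argued against by the totals, since the median total of the controls was 1.13 times that of the TSA libraries. The scaling is argued against because the fall relative to all other genes was at least -7.08 log2 units in every TSA library with library size only. The submission batch is argued against by a median fall of -7.95 within the earlier batch. A candidate explanation is RNA of other cells or another tissue, present in differing amounts in the control dissections and nearly absent from the treated ones, since such genes would keep their proportions in every library. Repression of these genes in the fat body by the inhibitors cannot be told apart from this, because the controls themselves differed by a median of 1.83 log2 units (control replicate 3 minus control replicate 1) and no gene carries a name from which a tissue could be read. A developmental delay of the treated larvae was not tested. The paper reports that SFN did not make *T*. *ni* larvae smaller in the experiment sampled for RNA. It also reports that *T*. *ni* moths emerged earlier, not later, under TSA and the highest SFN concentrations. These reports speak against a delay in *T*. *ni*, but not against treated larvae being ahead in stage. The stage of the pooled larvae was not examined. These genes made up 704 of the 1089 *T*. *ni* genes that fell under TSA and 70 of the 282 that fell under SFN, but 712 of 1235 and 698 of 1247 without the replicate block. Outside them, 62.3% of the 618 *T*. *ni* genes called under either inhibitor fell. Without the block, 65.9% of 933 *T*. *ni* genes fell, and 52.4% of 903 *S*. *exigua* genes outside the set chosen there by the same rule. The genes set aside were chosen by their fall, so these shares are lower by construction. Among *S*. *exigua* genes, 240 met the same rule. Their spread was narrower than in random sets between control replicates 1 and 2 (ratio 2.67) and between control replicates 1 and 3 (ratio 2.92), but not clearly between control replicates 2 and 3 (ratio 1.18, 27 of 1000 random sets as narrow). The *S*. *exigua* result depended on the threshold. With falls of at least 2 log2 units the ratios of these control comparisons were 0.563, 0.882 and 0.430, wider than random sets, and with falls of at least 6 they were 4.78, 4.49 and 2.04. In the *S*. *exigua* SFN libraries the set spread more widely than random sets.

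In SFN replicates 1 and 2 of *T*. *ni* the co-falling genes lay between the controls and the TSA libraries, with median shifts of -4.17 and -3.59 log2 units, against -8.45 and -7.01 in SFN replicates 3 and 4. A weaker response of the whole library, or a small admixture of unresponsive material, cannot be told from a difference limited to these genes. Other genes that fell reached a median fraction of 0.935 and 0.874 of their fall under TSA in log2 units, but such a fraction drops more for genes with a deep fall. On the linear scale other falling genes reached 0.987 and 0.952, the co-falling genes 0.958 and 0.935, and genes that rose only 0.541 and 0.366 of their rise. A swap with a control library is argued against, because no control had a median shift below -0.65 log2 units. Differing amounts of another tissue and a partial repression of these genes could also give such values and were not tested further.

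Control replicate 1 of *S*. *exigua* lay nearest to the treated libraries, and leaving it out moved the counts most, with 2144 genes called under either inhibitor. Genes that fell less strongly had reached a median fraction of 0.614 of their fall there and genes that rose 0.681 of their rise, while the treated libraries reached at least 0.813 and 0.823. Against a treated library carrying a control label stands the fraction of the co-falling genes' fall that it reached, 0.123 in log2 units. Against a swap stands the smallest fraction in a treated library, 0.724 in log2 units. On the linear scale control replicate 1 reached 0.527, against 0.240 and -1.24 in control replicates 2 and 3. The treated libraries reached at least 0.992 on that scale. The total of control replicate 1 was 0.998 times that of control replicate 2, which argues against depth. A difference between pools of larvae, such as in stage, or a partial mixture with treated material may remain, and neither was tested.

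The mean absolute shift per treated library was 1.40 ± 0.09 (SD, n = 6) in *S*. *exigua* and 1.78 ± 0.30 (SD, n = 8) in *T*. *ni*. All treated libraries of a species are measured from the same controls. With 1 control of each species left out in turn, the difference (*S*. *exigua* minus *T*. *ni*) ranged from -0.68 to -0.02. A hypothesis was that the co-falling genes make this difference. Without them the means differed by 0.12 in the other direction. This test cannot tell, because the genes were chosen by their own fall under TSA and number 717 in *T*. *ni* and 240 in *S*. *exigua*, so leaving them out lowers the *T*. *ni* mean more by construction.

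Other splits of the *T*. *ni* control and treated libraries were compared with the real one. Of 35 splits, 1, the real one, gave as many genes as SFN against control, and 1 as many as TSA against control, with and without the replicate block. A division of the libraries by chance is argued against, but 35 splits are too few to exclude it. With the block, other splits can put libraries of the same replicate number in the same group, which can lower their counts. The next largest count with the block was 0 for SFN and 859 for TSA, the latter with TSA replicates 1 to 3 together as a group, which leaves TSA replicate 4 among the controls. For *S*. *exigua* only 10 splits exist, too few to argue against chance. With the block the real split called 0 genes, so all 10 splits match it by construction and the comparison says nothing about chance. Without it, 1 of 10 splits gave as many genes as the real one for SFN and for TSA.

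The authors' normalized tables hold more genes than the mean CPM over 10 in the methods of the study leaves. They include 12380 *S*. *exigua* genes and 10610 *T*. *ni* genes, with a lowest mean CPM of 0.107 and 0.121, while 5497 and 5445 genes had a mean CPM over 10. For *S*. *exigua* the second-highest CPM of a gene was at least 0.400 among the genes kept, and in *T*. *ni* it was at least 0.510 among those kept and at most 0.509 among those left out.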
